# A20 Modulates Lipid Metabolism and Energy Production to Promote Liver Regeneration

**DOI:** 10.1371/journal.pone.0017715

**Published:** 2011-03-17

**Authors:** Scott M. Damrauer, Peter Studer, Cleide G. da Silva, Christopher R. Longo, Haley E. Ramsey, Eva Csizmadia, Gautam V. Shrikhande, Salvatore T. Scali, Towia A. Libermann, Manoj K. Bhasin, Christiane Ferran

## Abstract

**Background:**

Liver Regeneration is clinically of major importance in the setting of liver injury, resection or transplantation. We have demonstrated that the NF-κB inhibitory protein A20 significantly improves recovery of liver function and mass following extended liver resection (LR) in mice. In this study, we explored the Systems Biology modulated by A20 following extended LR in mice.

**Methodology and Principal Findings:**

We performed transcriptional profiling using Affymetrix-Mouse 430.2 arrays on liver mRNA retrieved from recombinant adenovirus A20 (rAd.A20) and rAd.βgalactosidase treated livers, before and 24 hours after 78% LR. A20 overexpression impacted 1595 genes that were enriched for biological processes related to inflammatory and immune responses, **c**ellular proliferation, energy production, oxidoreductase activity, and lipid and fatty acid metabolism. These pathways were modulated by A20 in a manner that favored decreased inflammation, heightened proliferation, and optimized metabolic control and energy production. Promoter analysis identified several transcriptional factors that implemented the effects of A20, including NF-κB, CEBPA, OCT-1, OCT-4 and EGR1. Interactive scale-free network analysis captured the key genes that delivered the specific functions of A20. Most of these genes were affected at basal level and after resection. We validated a number of A20's target genes by real-time PCR, including p21, the mitochondrial solute carriers SLC25a10 and SLC25a13, and the fatty acid metabolism regulator, peroxisome proliferator activated receptor alpha. This resulted in greater energy production in A20-expressing livers following LR, as demonstrated by increased enzymatic activity of cytochrome c oxidase, or mitochondrial complex IV.

**Conclusion:**

This Systems Biology-based analysis unravels novel mechanisms supporting the pro-regenerative function of A20 in the liver, by optimizing energy production through improved lipid/fatty acid metabolism, and down-regulated inflammation. These findings support pursuit of A20-based therapies to improve patients’ outcomes in the context of extreme liver injury and extensive LR for tumor treatment or donation.

## Introduction

Among the viscera the liver has the unique capacity to regenerate following liver resection (LR), or liver injury. The mechanisms involved in this highly orchestrated repair process have been extensively studied in humans undergoing LR, and following liver transplantation or liver donation; and in animal models of partial hepatectomy (PH) [1]. Both directed studies and transcriptome-based approaches have demonstrated that the early regenerative phase is marked by rapid hepatocyte proliferation that usually occurs at the expense of a partial impairment of the liver metabolic function [2], [3], [4].

Liver regeneration or more precisely its “compensatory” growth is a complex process that comprises three main stages: transition of the quiescent hepatocyte into the cell cycle (priming); progression beyond the restriction point into the G1 phase of the cycle; and regulation of liver mass by apoptosis of excess hepatocytes in order to restore optimal liver mass/body mass ratio. In optimal priming and cycling conditions, it is the concerted activation of a transcriptional network including NF-κB, STAT-3, AP-1, C/EBP and peroxisome proliferator activated receptor (PPARα) that enables the up-regulation of all genes necessary for the restoration of a normal liver mass and function [5], [6], [7]. More than 70 genes are associated with liver regeneration including immediate, early genes (c-fos, c-jun,junB, c-myc), regulators of apoptosis (bcl-xL, MAPK, JNK); cell cycle (Cyclins, CDK, CDKI), and inflammatory and oxidative response genes (SOCS3, SOD and HO-1) [2], [3], [8], [9]. The expression of immediate early and delayed genes in liver regeneration does not lead to DNA replication unless cells can progress through the cell cycle following stimulation with growth factors, including Epithelial Growth Factor (EGF), Transforming Growth Factor β (TGFβ) and Hepatocyte Growth Factor (HGF) [10].

In order to maintain life, the regenerating liver must still support, even if partially, the metabolic demands of the host and provide for some liver synthetic function. Accordingly, a minimal “healthy” remnant liver mass is required to achieve these tasks. Experimentally, a 66–70% LR is always well tolerated in mice and rats. However extended (78%) or radical (87–90%) LR have a 50% and 100%, mortality rate, in mice [11], [12]. Also, the usually safe 66% LR in healthy mice is plagued with significant lethality when performed on livers with underlying metabolic disease, such as in PPARα-/- and Leptin or Leptin-receptor deficient mice [13], [14]. Similar issues are encountered in patients, where it is widely appreciated that recovery of liver mass following hepatectomy requires a metabolic compromise between differentiated function and organ re-growth. Accordingly, in clinical settings, hepatic failure after resection is more common when the organ is diseased such as in livers suffering from severe steatosis, or in small for size liver grafts [15].

Our aim over the past few years was to unravel novel therapeutic targets that would promote liver regeneration and function, and hence improve outcome of marginal and small for size liver grafts, and allow for safer extended liver resection in patients with large hepatic tumors. We have identified the NF-κB dependent and NF-κB-inhibitory [16], [17], [18], ubiquitin-editing protein A20/tnfaip3 [19] as a critical cytoprotective gene in the liver. A20 is induced in hepatocytes in response to inflammatory insults or injury, including liver resection, as part of a negative regulatory feedback loop aimed at re-establishing homeostasis [11], [20], [21]. A20 knockout mice are born cachectic and die within 3 weeks of birth as a result of unfettered inflammation in several organs, including the liver [22], which indicates the importance of A20 in the physiologic anti-inflammatory response, particularly in hepatocytes. To complement this, we have shown that overexpression of A20 in the liver protects mice from toxic hepatitis induced by D-galactosamine/lipopolysaccharide [21], fulminant hepatic failure following extended (78%) or radical (87%) LR [11], and severe liver ischemia/reperfusion injury [23]. The survival advantage afforded by A20 in these models of extreme liver injury relates to A20's ability to limit inflammation by down-regulating NF-κB activity, to inhibit TNF-induced apoptosis [21], to accelerate hepatocyte proliferation by decreasing transcription of the Cyclin-Dependent Kinase Inhibitor (CDKI) p21 [11], [22], and to protect hepatocytes from oxidative stress by increasing PPARα expression [23]. Given the central role of A20 in liver regeneration and repair, we set to explore, using a transcriptome-based approach, the critical pathways and gene networks that are modulated by A20 following extended (78%) LR that best models extensive liver resection in patients.

## Results

### Transgene Expression in mouse livers prior to resection

Expression of A20 and the β-galactosidase (βgal) transgenes in the mouse liver was achieved by penile vein injection of 1x10^9^ pfu of rAd. in 100 µL of normal saline, which results in optimal expression 5 days after injection in 30% to 40% of hepatocytes, as demonstrated by either Xgal staining, as described [21], or quantitative real time PCR (qPCR) that was performed in all tested samples to check for expression of human A20 and E. Coli βgalactosidase transgenes (Fig. S1 A). All LR were accordingly performed 5 days following rAd. injections (Fig. S1 B).

### Response to resection dominates transgene effect in influencing the overall transcriptome

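Liver RNA was hybridised to Affymetrix mouse genome arrays, which read mouse transcripts through several short probes per probe set. There were 8 arrays in 4 groups of 2, and each array carried the pooled RNA of 3 BALB/c mice. The mice had received rAd.A20, which carries human A20, or the control rAd.βgal 5 days before a 78% resection. The pre-βgal and pre-A20 arrays hold the lobes removed at resection. The post-βgal and post-A20 arrays hold the remnant liver 24 h later. In the sample records, the treatment text of the 2 post-A20 samples repeats the βgal wording. Their titles, source names and descriptions give A20, as the paper does, and they were taken as post-A20. The mouse gene of A20, Tnfaip3, itself induced by NF-κB, had a signal of 751 ± 249 (SD, n = 2 arrays) in pre-βgal and 166 ± 5.51 in pre-A20, a log2 fold change of −2.03 (adjusted p = 0.0468), while its other probe set had −0.16 (adjusted p over all probe sets = 0.778). Its probe sets are for the mouse transcript, so these values say nothing about the human transgene, which was not measured by the values used here. The authors' methods describe dChip with smoothing-spline invariant set normalization and a signal from perfect-match probes only, while the sample records name MAS5, and which of them made the deposited table is not given in the sources used here. The deposited values are normalized intensities on a linear scale, with medians per array from 153 to 166. From there, 16 was added to each value, the log2 was taken, and probe sets with a mean signal of at least 40 in at least 1 group were kept. Each of the 17790 genes tested was read through the probe set with the highest mean signal, in 1 limma model of the 4 groups with a variance trend and Benjamini-Hochberg adjustment, and gene lists fixed in advance were tested with limma's camera. RNA integrity differed between arrays. The ratio of 3′ to 5′ signal of the β-actin control probe sets was 7.00 in pre-βgal replicate 1 and 3.64 in post-βgal replicate 1, and 1.27 to 1.62 in the other 6 arrays. The same ratio of GAPDH was 3.44, 1.48 and 0.975 to 1.16, and that of pyruvate carboxylase 10.2, 8.88 and 3.42 to 6.23, the last of these in post-A20 replicate 1 and the next lower one 4.32. With 2 arrays per group, the number of arrays limits the precision of every value.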

We performed an unsupervised analysis of the microarray data in order to determine the relationship between samples and duplicates, and the effect of A20 overexpression and resection on global transcript expression (Fig. S2). 

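On the log2 scale, the A20 arrays lay on one side of PC1, at 41.7 and 41.5 before resection and at 8.90 and 17.5 after it. The post-βgal arrays lay at −48.4 and −22.9, and the pre-βgal arrays were apart from each other, at −46.4 and 8.24. PC1 held 38.2% of the variance, and the transgene accounted for 67.1% of the spread along it and resection for 11.3%. Along PC2, with 26.1% of the variance, the livers after resection lay from 9.30 to 39.4 and those before resection from −51.9 to −12.2, and resection accounted for 73.8% of the spread. Across the 8 arrays, scores and the log2 β-actin ratio of 3′ to 5′ signal correlated at 0.750 for PC1 and 0.540 for PC2, sizes without sign. High ratios went with low scores. The arrays with the highest ratios, pre-βgal replicate 1 and post-βgal replicate 1, lay lowest on PC1, at −46.4 and −48.4. On PC2 pre-βgal replicate 1 lay lowest, at −51.9. The shares depended on the scale and on single arrays. Resection accounted for 28.6% of PC1 and 51.0% of PC2 without post-A20 replicate 2, and for 0.08% and 83.4% without pre-A20 replicate 2. With linear signal in place of log2, PC1 held 47.9% and resection accounted for 76.9% of it. Without pre-βgal replicate 1, the array of lowest RNA integrity, PC1 held 45.6%, resection accounted for 62.8% and the transgene for 50.5% of it, and of PC2 they accounted for 1.40% and 1.64%.

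**Figure D1:**
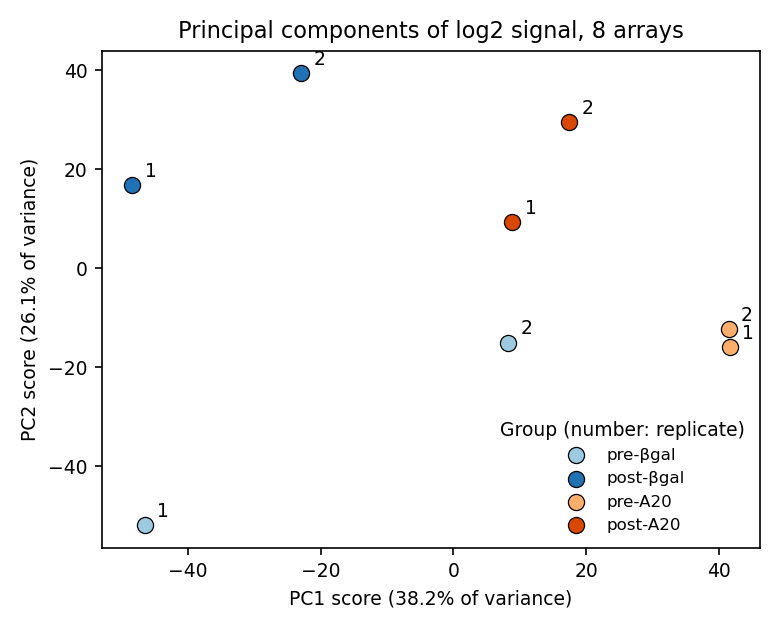
Scores of the 8 arrays on PC1 (horizontal axis) and PC2 (vertical axis) of log2 signal, each point 1 array and each colour 1 group, with the replicate number beside it. The pre-A20 arrays sit at 41.5 and 41.7 on PC1, and pre-βgal replicate 1 lies lowest on PC2 at −51.9.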

By principal component analysis, we demonstrated that samples separated on the basis of resection status along primary component (PC) 1, which accounted for 47% of the variation between samples. On the other hand, the transgene effect was plotted along PC2, and accounted for 26% of the variation. 

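Averaged over before and after resection, 959 of the genes tested differed between A20 and βgal livers, 370 higher and 589 lower with A20. Among the higher genes were liver enzymes and secreted liver proteins, such as Adh4, an alcohol dehydrogenase (log2 fold change 2.10, standard error 0.14, adjusted p = 0.00301), Gulo, the last enzyme of vitamin C synthesis (1.47), and Nr1i3, the nuclear receptor CAR that induces drug-metabolising enzymes (1.61). Upp2, a uridine phosphorylase of the liver, was higher by 1.94 and Mup10, one of a family of near-identical urinary proteins, by 2.59. Among the lower genes were the neutrophil proteins S100a8 (−2.16) and S100a9 (−2.58), the lipopolysaccharide receptor Cd14 (−2.34) and the acute phase protein Saa3 (−2.38). Enzymes acting on steroids, retinol and alcohols were higher as a group, 10 of 33 passing the test as higher and 0 as lower (20 higher and 0 lower adjusted over the list alone), with a mean of 0.55 (camera adjusted p = 2.84e-11 and 0.0499 with an estimated correlation). Prm1, a sperm protein gene, was lower at −5.45 through 1 probe set, where its mean signal in the A20 arrays was 20.1, under the minimum of 40, so that this size depends on the offset. Another fell to 10.9, and the third differed by −0.16 (βgal minus A20, log2). A sequence of the βgal construct stays open as the source of this signal. Leaving out 1 array gave 532 and 2707 without pre-βgal replicate 1 and 2, 76 and 17 without post-βgal replicate 1 and 2, 180 and 37 without pre-A20 replicate 1 and 2 and 75 and 28 without post-A20 replicate 1 and 2. With both βgal replicate 1 arrays out, 406 genes were called.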

We also performed hierarchical clustering using a Pearson correlation distance metric (Fig. S2, inset dendrogram), and demonstrated that sample similarity was strongly based on resection status. 

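Averaged over both transgenes, 846 of the genes tested differed between livers before and 24 h after resection, 503 higher and 343 lower after it. The acute phase genes rose together, 23 of 38 higher and 0 lower (27 and 2 adjusted over the list alone), with Saa2 at a log2 fold change of 3.91 and Lcn2, a protein that withholds iron from bacteria, at 3.79. Other genes that rose were Cidec, a protein of the lipid droplet (3.23), and Mfsd2a, a carrier of phospholipids (2.67). Among the genes that fell were Hsd3b5, a steroid dehydrogenase (−2.79), Thrsp, which promotes fatty acid synthesis (−2.01), and Car5a, a carbonic anhydrase of mitochondria (−1.85). Of 30 enzymes that conjugate drugs and hormones, 9 fell and 0 rose (19 and 2 adjusted over the list alone, mean −0.46, camera adjusted p = 6.22e-11, adjusted p = 0.0734 with an estimated correlation). The smallest adjusted p of limma's test was that of Bmper, a binding partner of bone morphogenetic proteins, at 0.000121 (log2 fold change 2.65, standard error 0.10). The count of genes moved by more than 1.5 times without some arrays, to 341 and 294 without post-βgal replicate 1 and 2, 298 and 258 without pre-A20 replicate 1 and 2 and 411 and 174 without post-A20 replicate 1 and 2.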

Importantly, all biological replicates clustered together.

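In the dendrogram on 1 minus Pearson's r of log2 signal, the arrays of post-A20, pre-A20 and post-βgal joined their own replicate first. The correlation within these pairs, across probe sets, was 0.987, 0.986 and 0.983. The pre-βgal arrays correlated at 0.962, and pre-βgal replicate 2 joined the post-A20 pair (its r with post-A20 replicate 1 was 0.979), while pre-βgal replicate 1 joined last of the 8. Among the gene lists, the interferon and antigen genes differed most between replicates. In post-A20 replicate 1 the targets of IFNγ were on average 1.36 higher on the log2 scale than in replicate 2, the antigen presentation genes 1.01 and the type I interferon genes 0.73. Between the pre-A20 replicates the same lists differed by −0.01, 0.03 and 0.01, and between the pre-βgal replicates ribosome biogenesis genes differed by 0.39.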

### A20 modulates qualitative and quantitative transcript expression both at the basal state and in response to liver resection

As stated in the methods, a given gene was considered differentially expressed, if 90% lower confidence bound (LCB) of the fold change (FC) between the two groups was above 1.5 [24]. LCB is a stringent estimate of FC and is considered to be a better ranking statistic [24], [25]. 

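Taking the lower end of limma's 2-sided 90% interval of the fold change at 1.5 or above in either direction, 501 genes met the criterion for post-βgal against pre-βgal (344 higher and 157 lower after resection) and 361 for post-A20 against pre-A20 (193 and 168). For A20 against βgal, 535 genes met it before resection (200 higher and 335 lower with A20) and 333 after it (118 and 215). The union held 1246 genes. A gene was counted where any of its probe sets met the criterion, while limma's calls read each gene through its probe set of highest signal. The interval and limma counts are thus not in the same unit. By limma's adjusted p, 400 genes changed with resection in βgal livers, 267 higher and 133 lower. They included Thbd, the thrombomodulin of vessel walls (log2 fold change 3.20), Cd24a, a surface protein of progenitor cells (3.07), and Sult1e1, the estrogen sulfotransferase (2.92). Among the lower genes were Coq8a, needed for coenzyme Q synthesis (−2.72), Klkb1, plasma kallikrein (−2.35), and Acss2, which makes acetyl-CoA from acetate (−2.15). In A20 livers 180 genes changed, 112 higher and 68 lower. Among them were Orm2, an acute phase protein (3.87), Pdk4, which turns glucose oxidation down (3.45), Nnmt, which methylates nicotinamide (2.91), and Ces1e, a carboxylesterase (−3.06). Simulated arrays with no group difference gave 56.9 genes per comparison by the interval criterion (median of 20 simulations) and 0 by the adjusted p. Their noise was independent between genes and alike in all groups. In the real arrays, deviations of the pre-βgal and post-βgal pairs correlated at 0.675, and the pre-βgal pair was the least alike (r = 0.962). The simulated counts are therefore not the false counts to be expected in the real arrays. The order of the 2 limma counts turned in fits of only the 4 arrays compared, with 8 genes in βgal and 506 in A20 livers. It also turned without pre-βgal replicate 1, without either post-βgal array and without both βgal replicate 1 arrays. A replicate block within transgene gave 1585 and 686. Without pre-βgal replicate 2 the interval criterion gave 1055 genes for resection in βgal livers, 1540 for A20 before it and a union of 2463, and without pre-A20 replicate 2 it gave 292 for A20 before resection. The limma count in βgal livers became 660 without pre-βgal replicate 2, 34 and 60 without post-βgal replicate 1 and 2, 149 and 149 without pre-A20 replicate 1 and 2 and 139 and 140 without post-A20 replicate 1 and 2. In A20 livers it became 472 and 473 without pre-βgal replicate 1 and 2, 99 and 98 without post-βgal replicate 1 and 2, 31 and 10 without pre-A20 replicate 1 and 2 and 42 and 6 without post-A20 replicate 1 and 2.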

We identified a total of 1, 595 unique genes that met this criterion in at least one of the following comparisons: rAd.β gal after resection (post-βgal) vs. rAd.βgal before resection (pre-βgal) (541 genes), rAd.A20 after resection (post-A20) vs. rAd.A20 before resection (pre-A20) (457 genes), rAd.A20 before resection (pre-A20) vs. rAd.β-gal before resection (pre-βgal) (531 genes), or rAd.A20 after resection (post-A20) vs. rAd.β-gal after resection (post-βgal) (548 genes). Of the 1,595 genes, 402 were differentially expressed in more than one condition (Fig. 1; Table S2).

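Of the genes that met the interval criterion, 407 met it in more than 1 comparison, against 43 in simulated arrays with no effect (median of 20 simulations). The simulated noise was independent between genes, so 43 is not the count to be expected by chance in the real arrays. Genes that met it only for A20 against βgal before resection were the most frequent class, with 363 genes, followed by 223 for resection in βgal livers only and 132 for A20 against βgal after resection only. A further 110 met it for resection in βgal livers and for A20 after resection, such as Cd14 (log2 fold change with resection 3.35 in βgal livers, and −3.09 for A20 against βgal after it). The response to resection was shared in part between transgenes, with 88 genes higher in both (independent lists of these sizes would share 3.73) and 50 lower in both (independent lists, 1.48). Among the shared genes, the lipid droplet gene Cidec was higher after resection by 3.47 in βgal and 2.98 in A20 livers, and the iron-binding lipocalin Lcn2 by 2.33 and 5.26. These 2 comparisons have no array in common, but they use the same variance of each gene, pooled over all arrays. Genes of low variance can thus enter both lists together, and the counts for independent lists may be too low a reference. A20 before resection and resection in A20 livers both use the pre-A20 arrays, so part of the overlaps of such pairs may come from shared arrays. Without pre-βgal replicate 2, 916 genes met the criterion in more than 1 comparison.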

**Figure 1:**
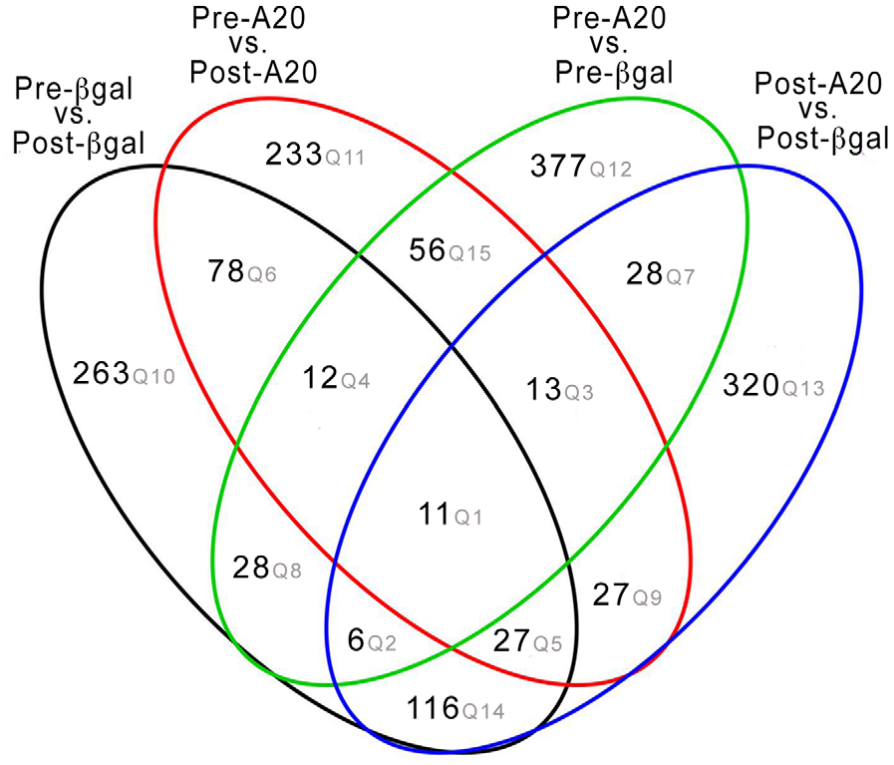
Venn diagram analysis on A20 modulated genes. Venn diagram showing the overlap among genes identified in any of the following comparisons: i) rAd.βgal after vs. before resection (β-gal post vs. pre), ii) rAd.A20 after vs. before resection (post-A20 vs. pre-A20), iii) rAd.A20 before resection vs. rAd.β gal before resection (pre-A20 vs. pre-βgal), or iv) rAd.A20 after resection vs. rAd. βgal after resection (post-A20 vs. post-βgal).

When using gene clustering and self-organizing maps (SOM) to detect groups of differentially expressed genes with similar expression patterns, we arbitrarily drew 100 separate maps according to Pearson correlation coefficient based distance metrics (data not shown). Evaluation of the maps showed significant similarity in the structure of many of the expression patterns, which allowed us to reduce the number of distinct expression profiles from 100 to 14 (Fig. 2). Gene expression patterns in which A20 altered the basal levels (group C), the final levels (group H), both basal and final levels (group I), basal levels but not the response to resection (group F), and the response to resection but not basal levels (group E), were identified (Fig. 2).

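Whether more genes differed between A20 and βgal livers before or 24 h after resection depended on the arrays used. By the interval criterion 477 genes differed before resection only, 275 after it only and 58 at both times. Independent lists of these sizes would share 10.0 genes in any direction, and 56 of the 58 had the same direction. Each βgal group holds an array of low RNA integrity, so part of this overlap may come from those arrays. Both lists also rest on the same pooled variance of each gene, so the count for independent lists may be too low a reference. By limma's adjusted p, 59 genes differed after resection, 17 higher and 42 lower with A20. The higher ones included Adh4 (log2 fold change 2.39), Abcb11, the bile salt export pump (1.56), and Ghr, the growth hormone receptor (1.14). The lower ones included Cd14 and the granulocyte genes S100a8 (−2.23) and Il1r2, a decoy receptor for interleukin 1 (−1.97). Cd24a, which rose with resection in βgal livers, was lower with A20 after it, at −1.98. Whether the response to resection differed with A20 was tested by the interaction, for which limma called 0 genes (2788 at an unadjusted p under 0.05, smallest adjusted p = 0.0646). Of the 48 lists, camera called 19 in the interaction, fry 3 and camera with an estimated correlation 0. The mitosis genes, for one, had an interaction mean of 0.55 (camera adjusted p = 9.67e-08, adjusted p = 0.112 with an estimated correlation). The interaction had 12 calls without pre-βgal replicate 2, 3 without pre-A20 replicate 2 and 1 without pre-βgal replicate 1. It had 24 with a replicate block within transgene and 125 with an RNA integrity covariate. The count after resection became 467 and 452 without pre-βgal replicate 1 and 2, 3 and 5 without post-βgal replicate 1 and 2, 26 and 26 without pre-A20 replicate 1 and 2 and 0 and 5 without post-A20 replicate 1 and 2. With all arrays 535 genes met the interval criterion before and 333 after resection. The order turned without pre-βgal replicate 1 (414 and 470) and without pre-A20 replicate 2, with 292 genes before and 340 after resection, and without pre-βgal replicate 2 there were 1540 before. By limma 444 genes were called before resection, and the order turned without pre-βgal replicate 1 (14 before and 467 after), without pre-A20 replicate 2 (5 and 26), without both βgal replicate 1 arrays (52 and 87) and with only the 4 arrays compared (1 and 242). Leaving out single arrays, the limma count before resection became 14 and 1686 without pre-βgal replicate 1 and 2, 106 and 104 without post-βgal replicate 1 and 2, 36 and 5 without pre-A20 replicate 1 and 2 and 165 and 171 without post-A20 replicate 1 and 2.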

**Figure 2:**
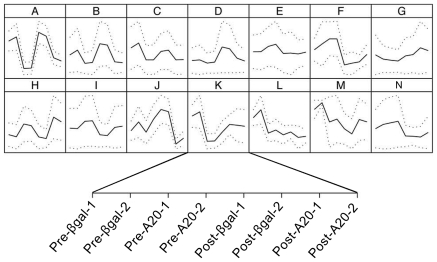
Transcriptional changes induced by A20 at the basal level and following liver resection. Self-organizing map (SOM) analysis representing the different expression patterns. Genes are selected using supervised analysis on the basis of LCB of the fold change (FC) in the following groups: “βgal before resection [pre-βgal-1 and pre-βgal-2]”, “βgal after resection [post-βgal-1 and post-βgal-2]”, “A20 before resection [pre-A20-1 and pre-A20-2]” and “A20 after resection [post-A20-1 and post-A20-2]. SOM clustering is performed on the 1,595 genes obtained after analysis of the genes that were differentially expressed among the four possible groups mentioned above (Informative genes analysis section in methods). To understand the biological theme of SOM patterns, Gene Ontology (GO) analysis was performed on each pattern, and identified a number of genes that regulated various interesting biological processes.

Analysis for functional enrichment by GO overrepresentation in co-expressed gene clusters demonstrated significant (Benjamini-Hochberg adjusted P-value 0.05) enrichment in 6 of the 14 clusters (Table S3). Most notably, we noted enrichment for acute-phase response (group A), immune and defense responses (group G), and oxidation/reduction genes (groups E and P).

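Acute phase genes, which liver cells switch on in inflammation, rose with resection under both transgenes. In βgal livers 12 of 38 rose and 0 fell (21 and 2 adjusted over the list alone), with Orm3 at a log2 fold change of 1.63 and Serpina3n, a protease inhibitor, at 1.66 (list mean 0.77, camera adjusted p = 6.34e-11, adjusted p = 0.0735 with an estimated correlation). In A20 livers 13 rose and 0 fell (25 and 1 adjusted over the list alone), with Saa1 at 3.71 and Orm3 at 1.78 (list mean 1.17, camera adjusted p = 3.22e-17 and 0.0383 with an estimated correlation). The difference between the 2 responses did not pass the interaction test (mean 0.40, camera adjusted p = 0.126). The targets of IFNγ had a mean of −0.67 in βgal livers (camera adjusted p = 0.00852, adjusted p = 0.682 with an estimated correlation) and 0.58 in A20 livers (camera adjusted p = 0.00873, adjusted p = 0.688 with an estimated correlation). There were 0 and 0 members called higher and 0 and 0 lower (0 and 0 higher and 0 and 0 lower adjusted over the list alone). Without post-A20 replicate 1, which stood apart from replicate 2 in these genes, the latter mean was −0.10. The camera call of the IFNγ targets was lost there (adjusted p = 0.0794), and in βgal livers it was lost without pre-βgal replicate 1 (mean −0.65, 0.0512) or post-βgal replicate 1 (mean −0.42, 0.172). The acute phase interaction was called without pre-A20 replicate 1 (mean 0.39, camera adjusted p = 0.0366). Of 28 cytochrome P450 and flavin monooxygenase genes, 4 fell and 0 rose in βgal livers (12 and 1 adjusted over the list alone, camera adjusted p = 8.72e-07, adjusted p = 0.235 with an estimated correlation), such as Fmo1 (−1.51) and Cyp2c23 (−1.22). In A20 livers 3 fell and 0 rose (4 and 0 adjusted over the list alone, camera adjusted p = 1.68e-06, adjusted p = 0.232 with an estimated correlation), among them Cyp2u1 (−1.05). The βgal comparisons hold both arrays of low RNA integrity, and without them the acute phase mean in βgal livers was 0.85 and that of the IFNγ targets −0.40 (camera adjusted p = 0.403).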

### A20 affects liver processes involved in both normal function and recovery from injury

In order to better understand how A20 was affecting liver regeneration, we narrowed the list of differentially expressed genes to focus on those genes that were changing as a result of A20 overexpression, i.e. genes that met the following criteria: after resection LCB ≥ 1.5, or before resection LCB ≥ 1.5, or A20 LCB ≥ 1.5 and βgal LCB not ≥ 1.5. We assessed GO enrichment of the A20 interacting genes by using BiNGO, a Cytoscape plugin which maps significantly enriched GO terms onto a visual representation of the GO hierarchy [12], [26], [27]. Our results demonstrated a significant enrichment (Benjamini-Hochberg adjusted P-value < 0.05) in all 3 categories of GO terms: cellular component, molecular function, and biological process (Fig. S3). In particular, the enrichment analysis demonstrated that A20 significantly affected cell cycle, as well as immune, and regulatory processes that are important for liver proliferation in response to injury. 

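Before resection, genes of the G1/S transition and DNA replication were lower with A20 as a group, and so were markers of Kupffer cells, of neutrophils and monocytes, and of T and natural killer cells. Of 41 G1/S and replication genes, 2 were lower and 1 higher (14 and 1 adjusted over the list alone), with a mean log2 fold change of −0.41 (camera adjusted p = 4.88e-05, adjusted p = 0.375 with an estimated correlation). Mcm6, part of the replicative helicase, was lower at −1.23 and Lig1, the DNA ligase of replication, at −1.33, while Mcm10, which activates that helicase, was higher by 1.47. After resection the mean was −0.12 with 0 genes higher and 0 lower (2 and 3 adjusted over the list alone, camera adjusted p = 0.0271, adjusted p = 0.627 with an estimated correlation). Without post-A20 replicate 1 it was 0.07. The post-A20 replicates differed by −0.39 in this list (replicate 1 minus 2), so the mean is lower without replicate 2. Of 17 Kupffer cell markers, 1 was lower before resection, Csf1r, the receptor that keeps macrophages alive, at −0.93, and 0 higher (8 and 1 adjusted over the list alone, mean −0.45, camera adjusted p = 0.00426, adjusted p = 0.375 with an estimated correlation). Markers of neutrophils and monocytes were lower at both times, 2 of 17 before resection and 4 after it, with 0 and 0 higher (4 and 5 lower and 0 and 0 higher adjusted over the list alone). Their means were −0.45 (camera adjusted p = 0.0373, adjusted p = 0.375 with an estimated correlation) and −0.54 (camera adjusted p = 0.00965, adjusted p = 0.300 with an estimated correlation), and Mmp8, the collagenase of neutrophils, was lower after resection at −1.52. Of 20 markers of T and natural killer cells, 1 was lower before resection, the chemokine Ccl5 at −1.14, and 0 higher (1 and 0 adjusted over the list alone, mean −0.23, camera adjusted p = 0.0457, adjusted p = 0.375 with an estimated correlation). Camera's calls of immune markers hung on single arrays. The neutrophil call before resection was lost without pre-βgal replicate 2 (mean −0.50, camera adjusted p = 0.0629) or pre-A20 replicate 1 (mean −0.42, 0.0669), and that after it without post-βgal replicate 2 (mean −0.45, 0.0973). The T cell call was lost without pre-βgal replicate 2 (mean −0.22, 0.245) or pre-A20 replicate 1 (mean −0.20, 0.158). The βgal replicate 1 arrays had low RNA integrity, and without both the means before resection were −0.38 for replication, −0.45 for Kupffer cell, −0.41 for neutrophil and −0.25 for T cell genes.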

A20 overexpression in the liver also enriched for oxidoreductase and electron carrier activity, as well as oxidation-reduction processes, which highly, suggests that A20 impacts the ability of the liver to produce energy and handle oxidative stress. 

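Oxidoreductases of steroids, retinol and alcohols were higher with A20, while genes of the respiratory chain moved little. Before resection 2 of 33 such oxidoreductases were higher and 0 lower (7 and 0 adjusted over the list alone, mean log2 fold change 0.45, camera adjusted p = 2.88e-06, adjusted p = 0.130 with an estimated correlation), with Adh4 at 1.81 and Hsd3b5 at 3.25. After resection 3 were higher and 0 lower (16 and 0 adjusted over the list alone, mean 0.64, camera adjusted p = 4.95e-10 and 0.0367 with an estimated correlation), with Hsd3b3 at 2.12 and Adh1, the main alcohol dehydrogenase of the liver, at 1.06. The Hsd3b genes are near-identical copies, so a probe set of one may also read another. Of the 34 genes of complex I of the respiratory chain, 0 were higher and 0 lower before resection by limma (0 and 0 adjusted over the list alone), with a mean of 0.10 (camera adjusted p = 0.0212, adjusted p = 0.506 with an estimated correlation) before and −0.11 after resection (camera adjusted p = 0.0687). The corresponding means were 0.14 and −0.03 for complexes II and III (camera adjusted p = 0.0561 and 0.657), 0.03 and −0.13 for cytochrome c oxidase (0.251 and 0.0925) and 0.08 and −0.11 for ATP synthase (0.0971 and 0.267). At either time 0 members of these lists were called, and 0 adjusted over the list alone. Genes of the citric acid cycle had a mean of 0.13 before (camera adjusted p = 0.271) and −0.22 after resection (camera adjusted p = 0.0193, adjusted p = 0.180 with an estimated correlation), with citrate synthase, Cs, at −0.74 (adjusted p = 0.0869) and −0.71 (adjusted p = 0.134). Of 18 genes of antioxidant defence, limma called 0 before and 0 after resection, and Srxn1, which restores oxidised peroxiredoxins, had values of −1.40 (adjusted p = 0.0641) and −1.23 (adjusted p = 0.127). With both βgal replicate 1 arrays, of low RNA integrity, left out, the means before resection were 0.39 for the oxidoreductases, 0.20 for complex I, 0.16 for cytochrome c oxidase (camera adjusted p = 0.00780) and 0.18 for ATP synthase (camera adjusted p = 0.0102). Other arrays moved these means the other way. Without pre-βgal replicate 2 they were 0.00 for complex I, whose call was lost (camera adjusted p = 0.611), −0.11 for cytochrome c oxidase and −0.02 for ATP synthase. Without pre-A20 replicate 2 they were 0.00 (0.235), −0.06 and −0.02. Camera called further lists when 1 array was out. Before resection these were complexes II and III without pre-βgal replicate 1 (mean 0.18, 0.0110) or pre-A20 replicate 1 (mean 0.21, 0.0375), and ATP synthase without pre-A20 replicate 1 (mean 0.19, 0.0249). After it, they were complex I and cytochrome c oxidase without post-βgal replicate 2 (−0.18 and −0.22, both 0.0250). The citric acid cycle lost its call after resection without post-A20 replicate 1 (mean −0.15, 0.0973).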

A20 overexpressing liver were also enriched for genes involved in amino acid, fatty acid, steroid, and cholesterol biosynthesis, indicating that A20 primarily modulates the liver biosynthetic and metabolic processes.

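Genes that break down aromatic and branched amino acids stood higher in A20 livers before resection, while the list of fatty acid synthesis did not pass. Of 28 genes of aromatic and branched amino acid breakdown, 24 had a positive log2 fold change, with a mean of 0.33 (camera adjusted p = 4.88e-05, adjusted p = 0.163 with an estimated correlation), though 0 passed limma's test as higher and 0 as lower (2 and 0 adjusted over the list alone). Hibch, an enzyme of valine breakdown, had a value of 0.86 (adjusted p = 0.0699). Of 19 genes of the urea cycle and of arginine and proline, 0 were called higher and 0 lower (0 and 0 adjusted over the list alone, mean 0.23, camera adjusted p = 0.0561). The 21 genes of glycine, serine and threonine had a mean of 0.08 (camera adjusted p = 0.190). Of 27 genes of fatty acid and triglyceride synthesis, Thrsp alone passed the test, at 1.24, and Fasn, the fatty acid synthase, had a value of −1.08 (adjusted p = 0.0616, list mean −0.17, camera adjusted p = 0.353, 1 higher and 3 lower adjusted over the list alone). The 20 genes of cholesterol synthesis had a mean of 0.25 before resection (camera adjusted p = 0.0457, adjusted p = 0.375 with an estimated correlation), 1 higher and 0 lower (1 and 0 adjusted over the list alone), with Msmo1, a sterol demethylase, at 1.67. After resection their mean was −0.30 (camera adjusted p = 0.00517, adjusted p = 0.367 with an estimated correlation), with 0 called higher and 0 lower (0 and 0 adjusted over the list alone), and Hmgcs1, an early enzyme of the pathway, at −0.70 (adjusted p = 0.215). The 2 means differed by the interaction test (−0.54, camera adjusted p = 0.000336, adjusted p = 0.518 with an estimated correlation). Leaving out both βgal replicate 1 arrays, of low RNA integrity, the means before resection were 0.25 for aromatic and branched amino acids, 0.11 for urea cycle, arginine and proline (camera adjusted p = 0.0484) and 0.23 for cholesterol. The cholesterol call before resection was lost without pre-βgal replicate 2 (mean 0.27, camera adjusted p = 0.0629) or pre-A20 replicate 2 (mean 0.16, 0.107), and the urea cycle list was called without pre-βgal replicate 2 (mean 0.34, 0.0373).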

Additionally, we probed for canonical pathways enrichment using the Ingenuity Pathway Analysis (IPA) tools and calculated the multiple test adjusted P-value for each pathway according to the fit of user's data to IPA database. This analysis confirmed a significant enrichment in genes involved in several biosynthetic and metabolic pathways, as well as acute phase response and inflammatory signaling (Fig. 3). 

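Before resection, genes of antigen presentation, of the type I interferon response and of the acute phase were lower in A20 than in βgal livers. All but 1 of the 20 antigen presentation genes had a negative log2 fold change, with a mean of −0.97 (camera adjusted p = 9.12e-06, adjusted p = 0.375 with an estimated correlation), though 0 passed limma's test as lower and 0 as higher (14 and 0 adjusted over the list alone). H2-Ab1, which encodes a chain of MHC class II, had a value of −1.75 (adjusted p = 0.0832), and Tap2, part of the peptide transporter, −1.45 (adjusted p = 0.103). Of 35 type I interferon genes, 2 were lower and 0 higher (17 and 0 adjusted over the list alone, mean −0.82, camera adjusted p = 2.14e-07, adjusted p = 0.375 with an estimated correlation). They were the antiviral Rsad2 (−2.87, standard error 0.56, adjusted p = 0.0481) and Oasl1, a sensor-like protein of the antiviral response (−1.67). Of 38 acute phase genes, 6 were lower and 0 higher (16 and 0 adjusted over the list alone, mean −0.67, camera adjusted p = 4.88e-05, adjusted p = 0.163 with an estimated correlation), with Saa3 at −3.56, Lcn2 at −3.03 and Lbp, which binds bacterial lipopolysaccharide, at −1.17. Markers of some immune cells were lower before resection too, with means of −0.45 for Kupffer cells (camera adjusted p = 0.00426, adjusted p = 0.375 with an estimated correlation), −0.45 for neutrophils and monocytes (camera adjusted p = 0.0373, adjusted p = 0.375 with an estimated correlation) and −0.23 for T and natural killer cells (camera adjusted p = 0.0457, adjusted p = 0.375 with an estimated correlation). After resection the acute phase mean was −0.27 (camera adjusted p = 0.0116, adjusted p = 0.253 with an estimated correlation), 1 gene was lower and 0 higher (3 and 1 adjusted over the list alone). That call was lost without post-βgal replicate 2 (mean −0.23, camera adjusted p = 0.111) or post-A20 replicate 1 (mean −0.22, 0.0697). The antigen presentation mean was −0.22 (camera adjusted p = 0.215) and the type I interferon mean −0.14 (camera adjusted p = 0.267). The interaction gave 0.75 for antigen presentation (camera adjusted p = 0.00508, adjusted p = 0.543 with an estimated correlation) and 0.68 for type I interferon genes (camera adjusted p = 0.000191, adjusted p = 0.523 with an estimated correlation), and without post-A20 replicate 1 it gave 0.25 and 0.31. The 3 means before resection were −0.85, −0.79 and −0.62 without both βgal replicate 1 arrays, of low RNA integrity. After resection, the post-A20 arrays differed in the interferon genes, and the antigen presentation mean was −0.72 without post-A20 replicate 1 and 0.28 without replicate 2. The type I interferon mean was −0.51 and 0.22. Camera called all 4, with the highest adjusted p at 0.0368, and it called both lists lower without post-βgal replicate 1 (−0.30 and −0.27). The antigen presentation interaction was not called without post-A20 replicate 1 (camera adjusted p = 0.0848) or post-βgal replicate 1 (mean 0.67, 0.0545). Of the immune markers before resection, the neutrophil and T cell calls were lost without pre-βgal replicate 2 (0.0629 and 0.245) or pre-A20 replicate 1 (0.0669 and 0.158).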

In keeping with the well-described anti-inflammatory properties of A20, antigen presentation, interferon signaling, and acute phase response pathways showed an overall down-regulation of relevant transcripts. 

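Before resection, genes of fatty acid oxidation, bile acids, drug conjugation and male-biased liver function stood higher in A20 than in βgal livers. Of 32 genes of fatty acid oxidation, 27 had a positive log2 fold change, with a mean of 0.34 (camera adjusted p = 0.000109, adjusted p = 0.130 with an estimated correlation), though 0 were called higher and 0 lower (1 and 0 adjusted over the list alone). Slc27a2, which takes up and activates fatty acids, had a value of 0.87 (adjusted p = 0.0509). Of 25 genes of bile acid synthesis and transport, 1 was higher and 0 lower (10 and 0 adjusted over the list alone, mean 0.43, camera adjusted p = 7.97e-06, adjusted p = 0.130 with an estimated correlation), Slco1a1, an organic anion carrier, at 2.73. Of 30 conjugating enzymes, 3 were higher and 1 lower (10 and 2 adjusted over the list alone, mean 0.42, camera adjusted p = 0.000131, adjusted p = 0.232 with an estimated correlation), with the sulfotransferases Sult1b1 at 1.80 and Sult5a1 at 1.40 and the glutathione transferase Gstm3 at −0.99. Of 28 cytochrome P450 and flavin monooxygenase genes, 2 were higher and 1 lower (6 and 1 adjusted over the list alone, mean 0.29, camera adjusted p = 0.000132, adjusted p = 0.259 with an estimated correlation), such as Cyp2c37 at 1.05. Genes that growth hormone keeps higher in males, whose pulses of the hormone differ from those of females, had 3 of 13 higher and 0 lower (7 and 0 adjusted over the list alone, mean 0.96, camera adjusted p = 1.37e-06, adjusted p = 0.231 with an estimated correlation), among them Nudt7, a coenzyme A hydrolase of peroxisomes, at 1.79. Genes of glucose and glycogen did not shift as a list (−0.07, camera adjusted p = 0.422), nor did the targets of PPARα (−0.08, camera adjusted p = 0.875), of which Cyp4a14, a fatty acid hydroxylase, was lower at −2.56. The means of the 5 shifted lists were 0.25, 0.39, 0.31, 0.17 and 0.93, in the order given, without both βgal replicate 1 arrays, of low RNA integrity.

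**Figure D2:**
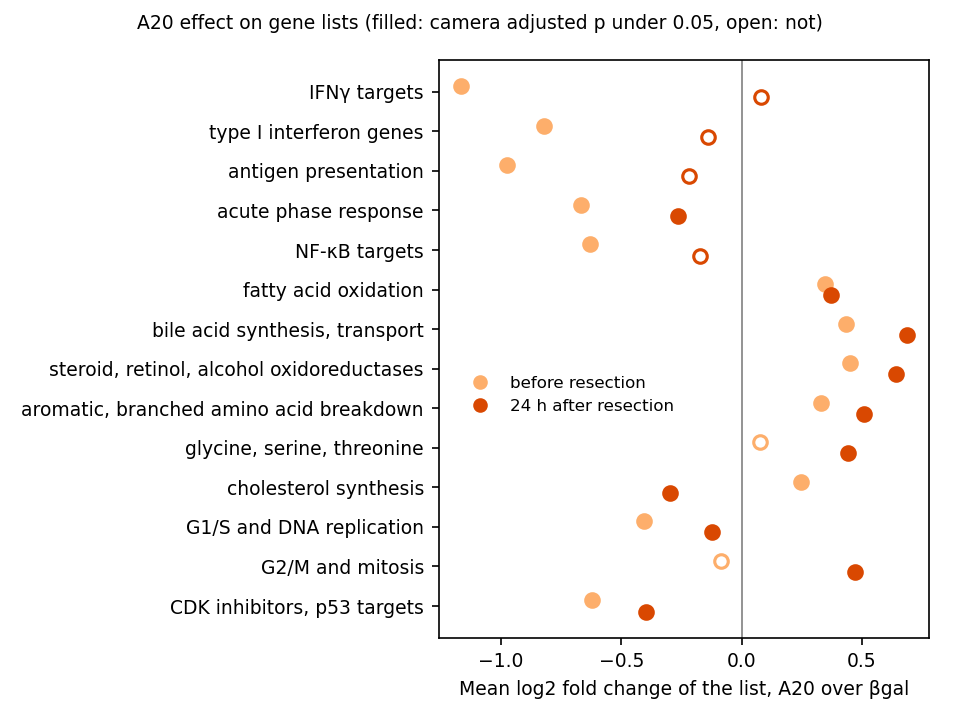
Mean log2 fold change of A20 over βgal (horizontal axis) for 14 gene lists, before (light) and 24 h after resection (dark), filled where camera's adjusted p with the preset correlation was under 0.05. The interferon and antigen lists lie below 0 before resection, down to −1.17, and the bile acid list lies above 0 at both times, at 0.43 and 0.69.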

At the same time, the bulk of genes involved in metabolic pathways were upregulated by A20. 

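After resection, genes of bile acids, amino acid breakdown and fatty acid oxidation stood higher in A20 than in βgal livers. Of 25 bile acid genes 4 were higher and 0 lower (15 and 0 adjusted over the list alone, camera adjusted p = 1.69e-09 and 0.0490 with an estimated correlation), such as Akr1d1, a reductase of bile acid synthesis (log2 fold change 1.54, standard error 0.18, adjusted p = 0.0228), and Klb, the co-receptor for Fgf15 (1.39). All 28 measured genes of aromatic and branched amino acid breakdown had a positive log2 fold change, with a mean of 0.51 (camera adjusted p = 1.55e-08, adjusted p = 0.0686 with an estimated correlation), and limma called 0 higher and 0 lower (8 and 0 adjusted over the list alone). Hpd, an enzyme of tyrosine breakdown, had a value of 1.05 (adjusted p = 0.0625). The 21 genes of glycine, serine and threonine had a mean of 0.44 (camera adjusted p = 1.35e-05, adjusted p = 0.0686 with an estimated correlation), with 0 called higher and 0 lower (9 and 1 adjusted over the list alone). The 19 genes of urea cycle, arginine and proline had a mean of 0.43 (camera adjusted p = 0.00112, adjusted p = 0.180 with an estimated correlation), with 0 and 0 (5 and 0 adjusted over the list alone). For fatty acid oxidation the mean was 0.37 (camera adjusted p = 0.000211, adjusted p = 0.0686 with an estimated correlation), with 0 called higher and 0 lower (4 and 0 adjusted over the list alone). For the P450 and flavin monooxygenase genes it was 0.45 (camera adjusted p = 1.35e-05, adjusted p = 0.180 with an estimated correlation), with 0 and 0 (10 and 2 adjusted over the list alone). In βgal livers several of these groups fell with resection, such as the bile acid genes, 8 of which fell and 0 rose (8 and 0 adjusted over the list alone, mean −0.66, camera adjusted p = 8.67e-07, adjusted p = 0.0735 with an estimated correlation), with Cyp7a1, the first enzyme of bile acid synthesis, at −1.63. In A20 livers the mean of that list was −0.41 (camera adjusted p = 2.85e-06, adjusted p = 0.0729 with an estimated correlation), with 0 genes called lower and 0 higher (6 and 0 adjusted over the list alone), and the interaction was 0.25 (camera adjusted p = 0.312). Leaving out the βgal replicate 1 arrays, of low RNA integrity, the means after resection were 0.73 for bile acids, 0.55 for amino acid breakdown, 0.49 for glycine and 0.47 for urea cycle genes.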

Close examination of these metabolic pathways suggested that A20 overexpression enhanced the activity of these pathways, even after extended LR. These pathways being central to the metabolic function of the liver, this suggests that A20 overexpression not only enhances the liver's synthetic and metabolic functions, but also preserves these functions during the proliferative phase of liver regeneration, when they are usually down-regulated as a result of energy shunting.

**Figure 3:**
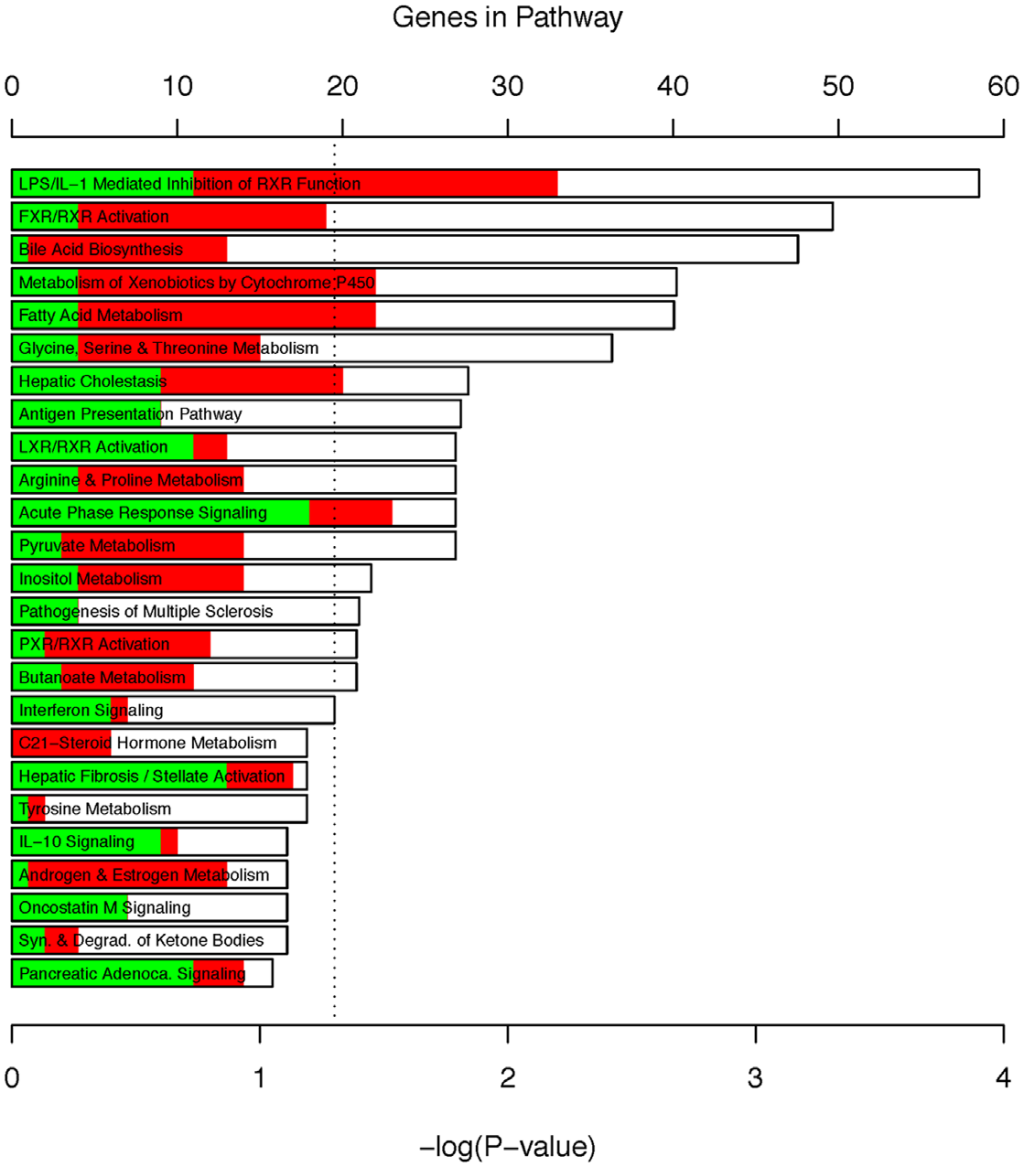
Analysis of pathways enriched by A20 overexpression. Each Bar represents a significantly enriched pathway as determined using the Benjamini-Hochberg hypothesis corrected P value (shown on primary X-axis). The directionality of the genes in each pathway is depicted using a pseudocolor (red for upregulated genes, green for downregulated genes and white for unmodified genes). The total numbers of genes in each pathway are shown on the secondary X-axis. The analysis for canonical pathways was performed using Ingenuity Systems.

### A20 impacts key nodes within inflammation, metabolism, energy production, and proliferation networks before and following extended liver resection

Network analysis with IPA software was used to analyze the functional networks of the interacting genes and to identify the key nodes within these networks. Scale free networks were constructed based on the physical or regulatory interaction between genes or gene products. Our results showed a significantly enrichment of networks controlling cellular proliferation (Fig. 4A), energy production (Fig. 4B), inflammation (Fig. 4C), and metabolic functions (Fig. 4D), mirroring the result of the GO analysis. 

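Among the genes of the energy network, the mitochondrial carriers of the Slc25 family shifted slightly upward with A20 before resection. Of 36 carriers, 0 were higher and 1 lower (1 and 1 adjusted over the list alone, mean log2 fold change 0.20, camera adjusted p = 0.0341, adjusted p = 0.232 with an estimated correlation), the lower one being Slc25a40, which carries glutathione, at −0.93. Slc25a10, which carries dicarboxylates, had a signal of 2128 ± 610.0 (SD, n = 2) in pre-βgal and 2369.8 ± 83.3 in pre-A20 livers, a value of 0.18 (adjusted p = 0.664), and 0.79 after resection (adjusted p = 0.138). Its other probe set had 0.58 and 1.01 (adjusted p over all probe sets = 0.227 and 0.134), with an average of 0.80 (0.0490). Slc25a13, which carries aspartate and glutamate, had 1.18 (adjusted p = 0.243) and 1.22 (adjusted p = 0.255). With resection in βgal livers 3 carriers rose and 0 fell (5 and 2 adjusted over the list alone, camera adjusted p = 0.122), among them Slc25a32, a carrier of folate, at 1.12. In A20 livers 0 rose and 0 fell (0 and 0 adjusted over the list alone, camera adjusted p = 0.854). The difference between these responses gave −0.11 by the interaction (camera adjusted p = 0.195). Cpt1a, which admits fatty acids to mitochondria, had a value of 1.53 before (adjusted p = 0.142) and 0.75 after resection (adjusted p = 0.428). Its other probe sets had 0.72 and 0.93 before it (adjusted p over all probe sets = 0.234 and 0.176). Without pre-βgal replicate 1 the values before resection were 0.71 for Cpt1a and 0.26 for Slc25a13, and without replicate 2 they were 2.34 and 2.10. Hmox1, an enzyme of haem breakdown induced by oxidative stress, had −0.38 (adjusted p = 0.604) and −0.05 (adjusted p = 0.952). Bcl2l1, which blocks apoptosis, had −0.09 (adjusted p = 0.827) and −0.26 (adjusted p = 0.504). The mean of the carriers before resection was 0.14 without both βgal replicate 1 arrays, of low RNA integrity. Their call was lost without pre-βgal replicate 2 (mean 0.26, camera adjusted p = 0.0586) or pre-A20 replicate 1 (mean 0.19, 0.0938).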

We merged the top 15 networks to create an overall system-wide network (Fig. S4). 

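Of the cell cycle, receptor and transcription genes that anchor the networks, the CDK inhibitor Cdkn1a (p21) was lower with A20, at −1.41 averaged over before and after resection (log2 fold change, standard error 0.16, adjusted p = 0.0146). Cdk2, the kinase that starts DNA replication, was lower at −0.60 in the same average (adjusted p = 0.0291), with −0.35 before (adjusted p = 0.234) and −0.85 after resection (adjusted p = 0.0689). Rb1, which holds cells out of S phase, had −1.08 before (adjusted p = 0.0565) and 0.06 after resection (adjusted p = 0.906), and Ccna2, the cyclin A of dividing cells, −0.42 (adjusted p = 0.419) and 0.62 (adjusted p = 0.267). Tgfbr1, a receptor for TGFβ, had 0.40 (adjusted p = 0.187) and −0.13 (adjusted p = 0.636). Through another probe set, of lower signal, it was higher before resection by 1.01 (adjusted p over all probe sets = 0.0224). Ppara, the nuclear receptor of fatty acid oxidation, had a signal of 772 ± 282 (SD, n = 2) in pre-βgal and 1918 ± 512 in pre-A20 livers, with a log2 fold change of 1.32 before (adjusted p = 0.0740) and 1.16 after resection (adjusted p = 0.136). Its average was 1.24 (adjusted p = 0.0296) through this probe set. Through 2 others it was 0.42 (adjusted p over all probe sets = 0.136) and 0.09 (0.775), with 0.21 and −0.40 after resection. The subunits of AP1, Fos and Jun, had averages of −0.43 (adjusted p = 0.0792) and −0.47 (adjusted p = 0.0584), and Fos rose with resection in A20 livers by 1.21. The other probe set of Jun had 0.30 (adjusted p over all probe sets = 0.161). Ifng, the gene of IFNγ, had an average of −0.50 (adjusted p = 0.0636).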

Key nodes were isolated based on edge density, and included the following molecules: CDKN1A (p21), RB1, CDK2, TGFBR1, CyclinA, PPARα, AP1, and IFNγ. While the individual fold changes of these molecules were not necessarily always significant, their centrality within the networks indicated that they were key modulators of A20's effects on liver regeneration.

**Figure 4:**
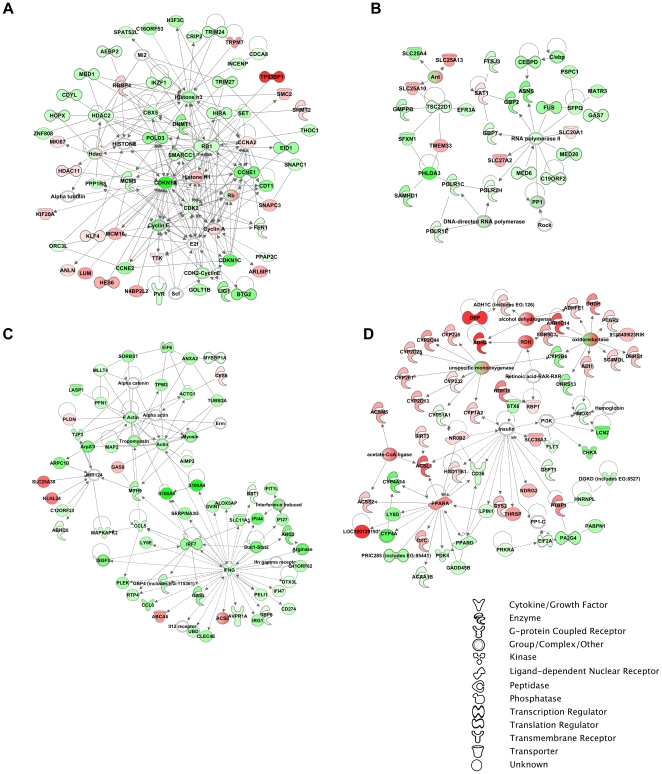
Network representation of the cellular functions supporting the effects of A20 overexpression. Networks shown: **A)** Cellular proliferation related genes with CDKN1A and CDK2 as primary regulatory nodes; **B)** Genes involved in energy production and small molecule biochemistry, such as SLC25A10 and SLC25A13; **C)** Inflammatory disease and immune response related genes with IFNγ as a critical regulatory node; and **D)** Genes involved in lipid and carbohydrate metabolism as well as oxidoreductase activity, with PPARα representing the dominant node. We used the Ingenuity Pathways Analysis tool (www.ingenuity.com) to generate the networks of genes influenced by A20 overexpression, and merged the major networks with obvious related functions. The intensity of the node color indicates the degree of up-regulation (red) and down-regulation (green), while white nodes indicate non-modified genes that may be affected in a non-transcriptional manner. All networks shown were significantly affected by A20 overexpression, with a score >10. The gene classes are represented by different symbols, as we depict in the attached legend.

### A limited, set of promoters is enriched in A20-expressing livers following extended resection

We analyzed the promoter regions of genes within each of the highly enriched networks for the presence of over-represented transcription factor binding sites. Putative transcription factor binding sites were identified in each network based on a >2 fold enrichment (yes set versus no set) and on a P-value from a one-tailed Fisher's exact test >0.05 (Fig 5). We estimated the importance of each transcription factor by calculating the number of differentially regulated genes within each network that contained a putative binding site for this transcription factor. Based on this analysis, we identified a total of 21 putative transcription factors, with 6 of them found in more than one network (NF-κB, HSF2, CIZ, HNF1, IRF2, and OCT4). NF-κB, the central target of A20 [28], [29], was the only transcription factor common to all 4 networks analyzed including cell cycle, energy production, inflammation, and metabolic processes (Fig. 4). However, other than in the cell cycle network, where it had the greatest fold enrichment, NF-κB did not rank first in any of our significance metrics in the other networks, indicating a relatively small (even if broad and key) number of genes affected by NF-κB. The lipid metabolism and inflammation networks shared 2 transcription factors (IRF2 and OCT4), whereas the cell cycle and inflammation networks shared one transcription factor (HSF2), as did cell cycle and lipid metabolism (CIZ), and energy and lipid metabolism (HNF1). In the inflammation network 3 separate serum response factor (SRF) binding matrices met our selection criteria, highlighting the likely involvement of SRF in mediating A20's effects on liver regeneration.

**Figure 5:**
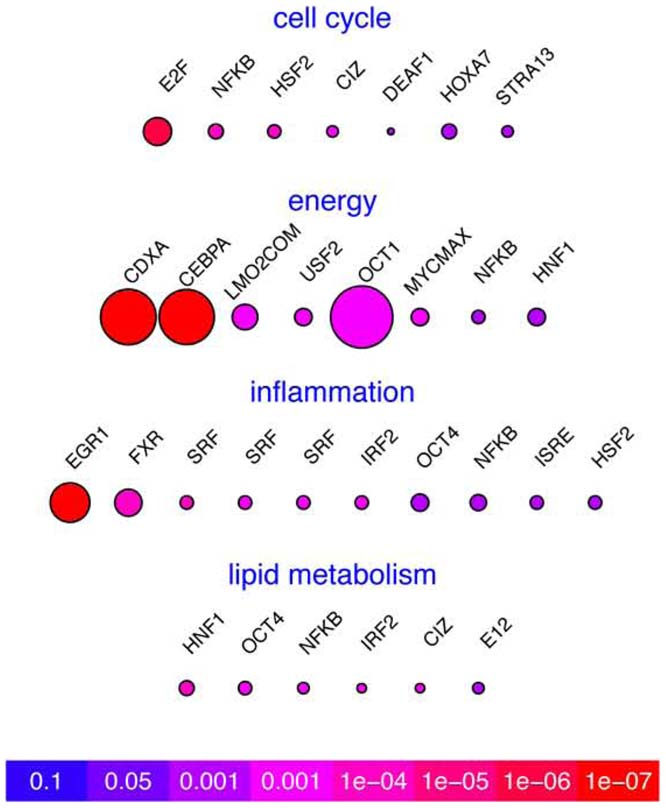
Regulatory analysis of over-represented transcription factor-binding sites (TFBS) based on the genes affected by A20 overexpression. Significantly enriched TFBS were determined by promoter analysis of genes that were affected by A20 within the following networks: cell cycle, energy production, inflammation and immune system related, and lipid and carbohydrate metabolism. The number of genes impacted by a given transcription factor are reflected by the node size and statistical enrichment (P value), using a color scale (red for highest enrichment and blue for no enrichment). P values were derived from Fisher Exact test. The TFBS analysis was performed using ExPlain 3.0 (http://explain.biobase-international.com/) for detection of over-represented transcription factor binding sites. The analysis was performed on 2000 bp upstream to 100 bp downstream of the transcription start site of each gene.

### A20 modulates the expression of genes that are key to the liver's regenerative capacity

In order to determine how A20 affects an externally validated set of key genes involved in liver regeneration, we interrogated a previously published signature set of genes detailing the liver transcriptome response 24 hrs following liver resection [30]. CEL files were obtained from the Gene Expression Omnibus at the National Institutes of Health (http://www.ncbi.nlm.nih.gov/geo/) and processed with dChip, as outlined in the methods section. We identified a seed set of 157 genes that peaked or showed a nadir in their expression at 24 hrs and had an absolute LCB ≥ 2 from 0 to 24 hrs. When multiple probe sets existed for the same gene, the probe set with the larger LCB was used. By network analysis and after merging overlapping networks, we identified Key nodes by their edge density. We included all constituent sub-units and transcript variants, which helped us picking a set of 99 transcripts (93 of which mapped back to the microarray) that represented the 24 hrs liver regeneration signature.

We did hierarchal clustering using a correlation-based metric Pearson test, and rendered heat maps using standardized LCB values for the regeneration signature, the rAd.βgal and the rAd.A20 treated livers. The gene transcript profile was most similar between rAd.A20 treated livers and the regeneration signature, indicating that A20 overexpression compensated for any detrimental effects of viral transduction. These results highlight the fact that recombinant adenovirus transduction differentially impacts liver regeneration, and stresses the importance of using rAd.βgal transduced, rather than non-transduced livers, as a control group in our study.

Clustering based on the magnitude of the response of specific transcripts to resection (LCB) showed distinct sets of genes. Clusters I-b and III-a related to genes whose behavior was altered as a result of adenoviral transduction in control rAd.βgal transduced livers but not rAd.A20 overexpressing livers, indicating the ability of A20 to protect from adenoviral toxicity. Clusters I-a and III-b, represented genes that distinguished both of our sets of animals from the seed set; these likely represent differences relating to mouse strain (Balb/c versus C57BL/6), adenoviral effects that could not be compensated for by A20, and/or the extent of liver resection (78% versus 66%).

We identified two key gene expression clusters that were modified by A20 (Fig. S5). 

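Before resection, subunits of the RNA polymerases did not differ as a group between A20 and βgal livers. Of 29 subunit genes, limma called 0 higher and 0 lower (0 and 0 adjusted over the list alone, 4 at an unadjusted p under 0.05), with 11 positive and 18 negative values, a median log2 fold change of −0.04 and a mean of −0.05 (camera adjusted p = 0.854, fry adjusted p = 0.790). Polr1a, the large subunit of RNA polymerase I, had a value of −0.70 (adjusted p = 0.127), and Polr3g, a subunit of RNA polymerase III, 0.57 (adjusted p = 0.129). After resection the mean was −0.32 (camera adjusted p = 0.000461, adjusted p = 0.491 with an estimated correlation), with 0 genes called higher and 0 lower (1 and 1 adjusted over the list alone). With resection in βgal livers 2 subunits rose and 0 fell (2 and 0 adjusted over the list alone, mean 0.24, camera adjusted p = 0.00491, adjusted p = 0.594 with an estimated correlation). They were Polr1e at 1.06 and Polr3f at 0.94, which rose in A20 livers too, by 1.37. Genes of ribosome assembly behaved alike before resection, with a mean of −0.17 (camera adjusted p = 0.417). After resection it was −0.58 (camera adjusted p = 8.46e-10, adjusted p = 0.373 with an estimated correlation), 0 called higher and 0 lower (0 and 7 adjusted over the list alone). With resection in βgal livers all 27 ribosome assembly genes had a positive value (0.59, camera adjusted p = 1.59e-09, adjusted p = 0.377 with an estimated correlation), 3 rose and 0 fell (8 and 0 adjusted over the list alone), such as the nucleolar protein Nop58 at 1.37. With the βgal replicate 1 arrays, of low RNA integrity, left out, the polymerase mean was 0.06 before (camera adjusted p = 0.358) and −0.21 after resection, and the ribosome assembly mean 0.03 and −0.42. Other single arrays changed calls. The polymerases were called lower before resection without pre-A20 replicate 2 (mean −0.20, camera adjusted p = 0.0329), and ribosome assembly without pre-A20 replicate 2 (mean −0.31, 0.0207) or pre-βgal replicate 2 (mean −0.37, 0.0167). The rise of the polymerases in βgal livers was not called without pre-βgal replicate 2 (mean 0.13, 0.217) or post-βgal replicate 1 (mean 0.13).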

A20 upregulated the expression of a subset of signature liver regeneration genes, even prior to resection (Fig. S5 B), including many of the RNA polymerase subcomponents, indicating that the cells are ready to engage in cell replication. These genes were not subsequently upregulated following resection, as they had already fulfilled their regenerative need. The mirror image was also true (Fig. S5 C); A20 down-regulated the basal expression of a subset of signature genes that are usually only down-regulated upon liver resection, such as genes involved in MAP-kinase signaling and cytokine and growth factor responses, Many of these genes returned to their basal levels within 24 hours of liver resection, indicating that their rebound was accelerated in A20 overexpressing livers.

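Before resection, genes of MAP kinase signalling and immediate early genes were lower with A20, and receptors of cytokines and growth factors were not. Of 33 MAP kinase and immediate early genes, 4 were lower and 0 higher (10 and 1 adjusted over the list alone, mean log2 fold change −0.38, camera adjusted p = 0.00512, adjusted p = 0.259 with an estimated correlation). They were the transcription factors Egr1 (−2.34) and Atf3 (−1.37), the kinase Map3k1 (−1.06) and Ier5 (−1.13). Without pre-βgal replicate 1 the value of Egr1 was −1.47. With resection the mean of this list was 0.11 in βgal livers (camera adjusted p = 0.158) and 0.33 in A20 livers (camera adjusted p = 0.00184, adjusted p = 0.234 with an estimated correlation). Of its genes 2 rose and 1 fell (5 and 2 adjusted over the list alone) in A20 livers, Atf3 at 1.53 and Dusp1, a phosphatase of MAP kinases, at −0.98. The interaction did not pass (0.22, camera adjusted p = 0.375), and after resection the mean of A20 over βgal was −0.16 (camera adjusted p = 0.0687). Of 31 receptors, 1 was higher before resection, Lifr, a receptor for leukaemia inhibitory factor, at 1.73, and 0 lower (5 and 0 adjusted over the list alone, mean 0.14, camera adjusted p = 0.141). After resection 1 was higher and 0 lower (2 and 3 adjusted over the list alone, mean −0.02, camera adjusted p = 0.608). Of the receptors, Ghr fell with resection in βgal livers at −1.26 and Osmr, the oncostatin M receptor, rose by 1.31. Socs3, a brake on cytokine signalling, had −0.42 before (adjusted p = 0.300) and −0.34 after resection (adjusted p = 0.405). Another of its probe sets rose with resection in βgal livers, by 1.65, where the main one had −0.01. Camera called the MAP kinase list with resection in βgal livers without pre-βgal replicate 1 (mean 0.20, camera adjusted p = 0.0363), and for A20 after resection without post-βgal replicate 1 (mean −0.18, 0.0205) or post-A20 replicate 1 (mean −0.19, 0.0261). The means before resection were −0.29 for MAP kinase and 0.12 for receptor genes without both βgal replicate 1 arrays, of low RNA integrity.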

### In vivo validation of target genes and functional enrichment

Key genes forming focus hubs within significantly modulated interaction networks from, GO groups and canonical pathways were selected for *in vivo* validation. Using qPCR, the expression of CDKN1A (p21), PPARα and its target gene the mitochondrial enzyme Carnitine Palmytyol Transferase 1 (CPT1a) [31], the mitochondrial solute carrier genes SLC25A10 and SLC25A13, as well as the IFNγ target gene Ubiquitin D (UBD), were measured in all samples (Fig. 6A). CDKN1A/p21 levels demonstrated significant changes in expression before and 24 hrs after resection, as compared to rAd.βgal controls: while both rAd.A20 and rAd.βgal treated livers underwent significant up-regulation of p21 levels in response to resection, rAd.A20 livers had significantly less p21 expression to start with, and as a result continued to have significantly lower levels following resection, as demonstrated by qPCR (Fig. 6A). These results suggest that A20 overexpressing hepatocytes were pre-primed to proliferate. At the protein level by immunohistochemisty, we showed significantly less nuclear p21 immunostaining at baseline in rAd.A20 treated livers, as compared to rAd.βgal treated controls, which conversely translated in significant increase of proliferating hepatocytes, as indicated by the number of Ki67 positive cells in rAd.A20, as compared to rAd.βgal treated livers, 48 hrs after resection (Fig. 6B). At that time, i.e. 48 hrs following resection, p21 protein levels had significantly decreased in rAd.βgal expressing livers of the animals that had survived the surgery, indicating delayed regeneration was about to proceed. Hepatocyte proliferation started by day 4 to 7 after 78% LR in rAd.βgal expressing livers, as indicated by Ki67 staining (data not shown), and as reported in other models of delayed liver regeneration [32]. Since we have not measured p21 mRNA at 48 hrs after LR, we do not know if this is related to decreased p21 transcription at this time point or to post-transcriptional or post-translational block in p21 expression. In contrast, p21 protein levels were higher in rAd.A20 expressing livers 48 hrs following LR as expected in livers that had undergone sufficient regeneration and needed to stop the proliferative process [33] (Fig. 6A).

**Figure 6:**
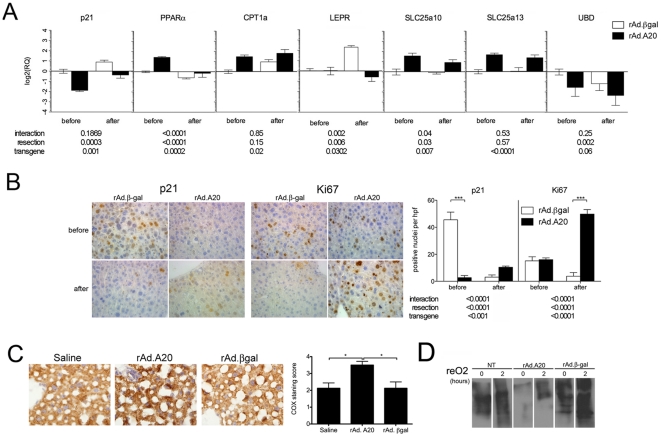
validation of A20 target genes in hepatocytes. **A)** qRT-PCR was performed on mouse liver samples harvested before and 24 h after extended LR. Graph represents the statistical analyzes of relative mRNA levels after normalization by βactin. Results are expressed as mean ± SEM of 4–6 animals. P values were calculated by using 2-way ANOVA for resection, transgene, and the interaction. P values were listed under the graph. Differences were considered significant when P<0.05. **B)** Representative photomicrographs showing decreased p21^waf1^ positive cells in liver samples transduced with recombinant adenovirus (rAd.)A20, as compared to control rAd. βgalactosidase (βgal) before resection and increased Ki67 staining 48 hrs after LR. Graph shows quantification of positive nuclei per high power field. Each bar represents the mean±SE from 4–6 different animals. Original magnification, X400. ***p<0.001. **C)** Representative photomicographs showing increased COX activity in saline, rAd.A20 and rAd. βgal transduced liver tissues 24 hrs following 78% LR. Graph shows scores of COX activity staining per high power field. Each bar represents the mean±SE from 4–5 different animals. *p<0.05. **D)** Representative Oxyblot of rat primary hepatocytes transduced with rAd.A20 or rAd. βgal control adenovirus for 48 h and exposed to 60 minutes hypoxia (1% O2) followed by 120 minutes reoxygenation. Cell lysates were immunoblotted for the detection of carbonyl groups (n = 3).

A20 overexpression also resulted in significant up-regulation of PPARα mRNA levels in mouse livers at baseline, and prevented their down-regulation following extended LR, as demonstrated by qPCR (Fig. 6A). We checked that PPARα was functional in the system by showing that its upregulation translated into a significant increase in carnitine palmytoyl transferase 1a (CPT1a) mRNA (qPCR), a transcriptional target of PPARα and critical metabolic regulator of fatty acid (FA) metabolism, both before and after 78% LR (Fig. 6A).

PPARα is known to promote a net bioenergetics gain in the cells through promoting mitochondrial ATP production. Accordingly, we checked for cytochrome c oxidase (COX), i.e. mitochondrial oxidation phosphorylation (OXPHOS) complex IV, activity in saline, rAd.A20 and rAd.βgal treated livers 24 hours following LR, by means of an enzymatic histology method, as described in the methods section. Our data indicate that A20 overexpressing livers show a significant increase in mitochondrial cytochrome c oxidase activity in the liver post LR, a direct indication of enhanced energy production in these organs (Fig. 6C, n = 4–5 animals per group; p<0.05).

PPARα being also an important modulator of the response to oxidative stress and lipid peroxidation, oxidoreductase activity and oxidation/reduction processes were both significantly enriched in our gene ontology (GO) analysis. In order to validate this finding and determine the net directionality of A20's effect, we performed OxyBlots on whole cell lystate from primary derived rat hepatocytes that were subjected to 60 min. of hypoxia, followed by 120 min. of reoxygenation, as a way to *in vitro* model the oxidative stress imposed on hepatocytes, such as in the setting of LR or ischemia reperfusion injury. Equal amounts of proteins were carefully loaded in the gels, then analyzed for protein oxidation. Our results showed decreased protein oxidation in rAd.A20-transduced hepatocytes relative to either non-transduced or rAd.βgal transduced hepatocytes, both immediately following hypoxia and 2 hours after reoxygenation (Fig. 6D). Combined with the GO process and function enrichment data, such *in vitro* validation argues for a novel anti-oxidant affect of A20, that we had demonstrated to be, least in part, PPARα-dependent [23].

Additionally, a number of mitochondrial carrier genes that shuttle a variety of metabolites across the inner mitochondrial membranes were also up-regulated in A20 overexpressing livers, as determined by qPCR of mouse liver RNA before and after 78% LR (Fig. 6A). These include mitochondrial solute carrier family 25 members 10 (Slc25a10), referred to as dicarboxylase carrier (DIC), and SLC25 member 13, referred to as Aspartate Glutamate Carrier (AGC2) or Citrin [34]. Both these proteins are involved in lipid and glucose metabolism, contributing to increasing the energy supply required for cellular functions.

By qPCR we also demonstrated that overexpression of A20 in the liver significantly abrogated the upregulation of the leptin receptor following 78% LR (Fig. 6A). The significance of this finding is being explored.

We also determined that Interferon signaling was significantly affected by A20 overexpression in the liver, with type II Interferon (IFNγ) being a significant node. 

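Targets of IFNγ were lower in A20 than in βgal livers before resection, and the Ifng transcript did not pass the test. Of 29 targets, 28 had a negative log2 fold change, with a mean of −1.17 (camera adjusted p = 4.20e-06, adjusted p = 0.413 with an estimated correlation, fry adjusted p = 0.166). By limma, 1 passed as lower and 0 as higher (11 and 0 adjusted over the list alone). Markers of Kupffer cells, with a mean of −0.45 (camera adjusted p = 0.00426, adjusted p = 0.375 with an estimated correlation), and of T and natural killer cells, with −0.23 (camera adjusted p = 0.0457, adjusted p = 0.375 with an estimated correlation), were lower too. The latter call was lost without pre-βgal replicate 2 (0.245) or pre-A20 replicate 1 (0.158). The called target was Acod1, which makes itaconate in macrophages, at −1.37 (adjusted p = 0.0492). Cxcl9, a chemokine that draws T cells, had −2.52 (adjusted p = 0.0750) and Icam1, an adhesion molecule for leukocytes, −2.23 (adjusted p = 0.0635). Averaged over before and after resection, Icam1 was lower at −1.57 (adjusted p = 0.0489). Ubd, the ubiquitin-like protein FAT10, had a signal of 827 ± 314 (SD, n = 2) in pre-βgal and 211 ± 1.90 in pre-A20 livers, −1.84 on the log2 scale (adjusted p = 0.133), and 0.31 after resection (adjusted p = 0.789). Ifng had a signal of 83.2 ± 6.21 in pre-βgal and 41.1 ± 2.65 in pre-A20 livers, −0.80 (adjusted p = 0.0632), and −0.20 after resection (adjusted p = 0.557). After resection the mean of the targets was 0.08 (camera adjusted p = 0.822), with 0 called higher and 0 lower (0 and 0 adjusted over the list alone). That mean depended on the post-A20 arrays, as it was −0.60 without post-A20 replicate 1 (camera adjusted p = 9.00e-08) and 0.76 without post-A20 replicate 2 (5.98e-09). Without both βgal replicate 1 arrays, of low RNA integrity, the mean before resection was −1.15 (camera adjusted p = 1.43e-05).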

Although IFNγ levels *per se* were not affected, IFNγ target genes were significantly down-regulated in rAd.A20, as opposed to rAd.βgal treated livers, indicating a disruption in IFNγ signaling. Accordingly, overexpression of A20 reduced the mRNA levels of the IFNγ-target gene, UbiquitinD (UBD)/FAT10 in rAd.A20, as opposed to rAd.βgal treated livers, as demonstrated by qPCR (Fig. 6A). UBD/FAT10 is a ubiquitin-like molecule that could be involved in post-translational modifications of proteins, and hence may further add to the ubiquitin-editing function of A20 [35], [36].

## Discussion

Liver regeneration is a physiologic repair mechanism that occurs following liver damage as a result of toxic, viral, metabolic, or ischemic insults, or after liver resection for tumor or living donation. When liver regeneration is impaired, liver failure ensues leading to significant morbidity or even death, unless the patients undergo liver transplantation. Accordingly, defining the molecular basis of liver regeneration could be instrumental in unveiling novel therapeutic tools to optimize this process in the clinical setting.

We have identified A20 as a potent hepatoprotective protein that is part of the physiologic anti-apoptotic, anti-inflammatory and regenerative response of the liver [11], [21], [23], [37]. Overexpression of A20 in the liver afforded a significant survival and functional advantage in mouse models of extreme liver injury and resection. In patients undergoing living donor liver transplantation (LDLT), expression of A20 also significantly increased 1 hour after reperfusion, as determined by gene microarray analysis, validating the fact that A20 is part of the regenerative response in humans [20]. Based on the above, we engaged in this study to clarify the effect of A20 overexpression on the transcriptome in an extended LR model. Extended LR is plagued with increased lethality as a result of “small for size” remnant liver mass, and hence best reproduces massive liver resections in patients with large tumors, or small for size liver grafts, as sometimes seen following LDLT [38].

Even if does not establish a dose-effect relationship between A20 and the different target genes identified this microarray-based analysis of the transcriptome in livers before and 24 hours after 78% LR, provided insight into the global transcriptional network that was directly or indirectly affected by overexpression of A20. Indeed, we demonstrated that A20 targeted multiple pathways that were, as expected, central to cell cycle and immune and inflammatory responses of the liver, but also unraveled novel pathways impacted by A20 such as oxidoreductase balance, and biosynthetic and metabolic liver processes. Systems Biology based analysis of the data allowed for the first time to depict a global picture of the regenerative process and its interactive pathways, and to highlight the central nodes affected by A20 overexpression, when compared to liver regeneration signature, as recently determined in Dr. Karp's study in mice[30]. Interestingly, our data analysis also demonstrated that the effect of A20 preceded the resection, further highlighting the impact of A20 on the liver transcriptome, independently from the changes in gene profile that are triggered by LR.

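Before resection, 444 of the genes tested differed between A20 and βgal livers by limma's adjusted p, 127 higher and 317 lower with A20. The highest rises were those of Dbp, a transcription factor of the clock (log2 fold change 4.43, standard error 0.39, adjusted p = 0.0182), Mup10 (3.53), Hsd3b5, Slco1a1, Serpina4-ps1, a pseudogene (2.66), Pimreg (2.55), Nr1d2, another clock factor (2.42), and Nrep (2.38). Among the deepest falls were those of Saa3, Lcn2, Saa2 (−3.03), Rsad2, Chka, the choline kinase (−2.69), S100a9 (−2.65) and Cyp4a14. Prm1 had −5.78, and −5.27 with an offset of 32, as its A20 signals lie under 40. Of its probe sets, 1 did not fall with A20 (−0.16 over all arrays, βgal minus A20, log2). A sequence of the βgal construct stays open as the source of the Prm1 signal, so its value may not be an effect of A20. Clock genes moved in both directions, 4 of 19 higher and 3 lower (9 and 4 adjusted over the list alone, mean 0.51, camera adjusted p = 0.00627, adjusted p = 0.231 with an estimated correlation). Tef was at 1.22 and Usp2, a deubiquitinase under clock control, at 1.32, and Arntl, the activating clock factor BMAL1, at −1.07. Stress genes of the endoplasmic reticulum showed 1 higher, Herpud1 at 1.28, and 0 lower (3 and 0 adjusted over the list alone, camera adjusted p = 0.172). The pre-βgal pair was the least alike of the replicates (r = 0.962), so a variance pooled over all groups may call too many genes here. With only the 4 arrays compared, 1 gene was called. The arrays of low RNA integrity are both βgal arrays. The count was 52 without them, with the same sign in all 444 genes, of which 46 were called there too. Leaving out single arrays gave 14 and 1686 without pre-βgal replicate 1 and 2, 106 and 104 without post-βgal replicate 1 and 2, 36 and 5 without pre-A20 replicate 1 and 2 and 165 and 171 without post-A20 replicate 1 and 2. From differences already present in the resected lobes, the paper concludes that A20 acts on the liver apart from the response to resection.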

This approach stressed the effect of A20 overexpression in hepatocytes upon optimizing and enhancing lipid metabolism, in a way that is likely to increase energy production, hence providing extra fuel to support the regenerative response. This outcome is ideal, as it relieves the need to shunt energy away from other cellular activities, namely the synthetic function of hepatocytes, and hence avoids the usual impairment of the liver metabolic functions when the organ is engaged in extensive proliferation. 

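Most genes that differed with A20 before resection kept the direction of the difference after it, with a smaller size. Of the genes called before resection, 341 had the same sign after it and 10 were called there too. The median log2 fold change of the higher genes was 1.02 before and 0.33 after resection, and that of the lower genes −0.90 and −0.15, where some shrinkage arises because the genes were selected before resection. Of the 59 genes called after resection, 51 had the same sign before it. Genes lower at both times included S100a9 (−2.51 after resection) and genes higher at both times included Adh4. The acute phase list had a mean of −0.67 before and −0.27 after resection, and its interaction did not pass camera's test with all arrays. Of its genes, Saa2 and Lcn2 did not keep their difference, at −0.25 after resection (adjusted p = 0.739) and −0.10 (adjusted p = 0.886). The same holds for Dbp, at 0.09 (adjusted p = 0.914), and Hsd3b5, at 1.28 (adjusted p = 0.189). For none of these genes did the difference between times pass limma's interaction test at an adjusted p under 0.05. There Saa2 had 2.77 (adjusted p = 0.212) and Dbp −4.34 (adjusted p = 0.138). Across all genes the A20 effects before and after resection, which share no array, correlated at r = 0.350 (Spearman's rho 0.279). Genes are not independent replicates. Each βgal group also holds an array of low RNA integrity. The differences within the pre-βgal and the post-βgal pair correlated across genes at r = 0.617. Part of the kept direction, and of the correlation between the A20 effects, may therefore come from these arrays.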

Remarkably, most of the effects of A20 on these pathways were present at baseline, and maintained following LR, indicating that A20 overexpressing livers were prepared to face a greater challenge than their control counterparts that require some time before mounting a regulatory response to resection.

By pathways, overexpression of A20 down-regulated overall inflammation and inflammatory signaling in the liver, as expected for a NF-κB-inhibitory protein [19], [29], [39].

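Targets of NF-κB were lower as a group in A20 livers before resection. Of 29 targets, 3 were lower and 0 higher (12 and 0 adjusted over the list alone, mean log2 fold change −0.63, camera adjusted p = 8.72e-05, adjusted p = 0.375 with an estimated correlation). The called genes encode chemokines, Cxcl1 (−2.04, standard error 0.34, adjusted p = 0.0365) and Cxcl2 (−2.08), which draw neutrophils, and Ccl5. Lower as well were markers of Kupffer cells (mean −0.45, camera adjusted p = 0.00426, adjusted p = 0.375 with an estimated correlation), of neutrophils and monocytes (−0.45, camera adjusted p = 0.0373, adjusted p = 0.375 with an estimated correlation) and of T and natural killer cells (−0.23, camera adjusted p = 0.0457, adjusted p = 0.375 with an estimated correlation). The last 2 calls were lost without pre-βgal replicate 2 (0.0629 and 0.245) or pre-A20 replicate 1 (0.0669 and 0.158). After resection the mean was −0.17 (camera adjusted p = 0.378), 0 were called higher and 0 lower (0 and 0 adjusted over the list alone), and Cxcl2 had −1.58 (adjusted p = 0.123). The interaction for the list was 0.45 (camera adjusted p = 0.00954, adjusted p = 0.523 with an estimated correlation). With resection, the targets had a mean of −0.18 in βgal (camera adjusted p = 0.122) and 0.28 in A20 livers (camera adjusted p = 0.0399, adjusted p = 0.633 with an estimated correlation). Rela, a subunit of NF-κB, had −0.76 before (adjusted p = 0.217) and −0.48 after resection (adjusted p = 0.413), and Irf7, which amplifies interferon genes, was lower at −1.10 averaged over both times. Without both βgal replicate 1 arrays, of low RNA integrity, the NF-κB mean was −0.50 before and −0.34 after resection (camera adjusted p = 0.00541). Single arrays changed calls of this list. After resection it was called lower without post-βgal replicate 1 (mean −0.34, camera adjusted p = 0.0107) or post-A20 replicate 1 (mean −0.34, 0.0458), and the interaction was not called without pre-βgal replicate 1 (mean 0.33, 0.0680), post-βgal replicate 1 (mean 0.29, 0.141) or post-A20 replicate 1 (mean 0.29, 0.0524). With resection, the βgal fall was called without pre-βgal replicate 2 (mean −0.31, 0.0283) or post-βgal replicate 2 (mean −0.35, 0.00319), and the A20 rise was not called without pre-A20 replicate 2 (mean 0.26, 0.138) or post-A20 replicate 1 (mean 0.11, 0.387).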

The other most notable pathway that was obviated by our analysis relates to the significant impact that A20 had on cell cycle in hepatocytes. 

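Genes of G2 and mitosis were higher in A20 than in βgal livers 24 h after resection and did not differ before it. All 33 measured genes had a positive log2 fold change after resection, with a mean of 0.47 (camera adjusted p = 1.65e-10 and 0.0367 with an estimated correlation). Of these, 0 were called higher and 0 lower (11 and 0 adjusted over the list alone). Before resection the mean was −0.08 (camera adjusted p = 0.854). With resection 7 of 33 rose and 0 fell in A20 livers (20 and 1 adjusted over the list alone, mean 0.56, camera adjusted p = 3.97e-12 and 0.0383 with an estimated correlation), such as Top2a, which untangles DNA for mitosis, at 1.42, the kinase Melk at 1.04 and Ube2c, which marks cyclins for destruction, at 1.00. In βgal livers 0 rose and 0 fell (0 and 0 adjusted over the list alone, mean 0.00, camera adjusted p = 0.586). Smc2, of the condensin complex, rose by 1.17 in A20 livers through its main probe set, and another probe set had −0.32. Genes of G1/S and replication had a mean of 0.50 with resection in A20 livers (camera adjusted p = 3.47e-08, adjusted p = 0.311 with an estimated correlation), 1 rose and 1 fell (17 and 1 adjusted over the list alone), Mcm6 at 1.43 and Mcm10 at −1.71. In βgal livers their mean was 0.21 (camera adjusted p = 0.00343, adjusted p = 0.564 with an estimated correlation). The post-A20 replicates differed by −0.39 in the G1/S list (replicate 1 minus 2). The mean of 0.50 in A20 livers is thus smaller without replicate 2 and larger without replicate 1. Mki67, a marker of dividing cells, had 0.89 for A20 over βgal after resection (adjusted p = 0.221). The mean of the mitosis genes after resection was 0.48 without both βgal replicate 1 arrays, of low RNA integrity.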

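Cdkn1a, read by 2 probe sets, was lower in A20 than in βgal livers before resection by both, and after resection by 1 of them at an adjusted p under 0.05. Through the probe set of higher signal, Cdkn1a stood at 3129.8 ± 608 (SD, n = 2) in pre-βgal, 891 ± 165 in pre-A20, 4266 ± 569 in post-βgal and 2097 ± 305 in post-A20 livers. This is a log2 fold change of −1.79 before resection (standard error 0.22, adjusted p = 0.0202) and −1.02 after it (adjusted p = 0.0928). Through the other probe set the log2 fold change was −2.14 before (adjusted p over all probe sets = 0.0285) and −2.36 after resection (0.0383). Of 18 CDK inhibitors and targets of p53, 2 were lower before resection and 0 higher (8 and 0 adjusted over the list alone, mean −0.62, camera adjusted p = 5.63e-05, adjusted p = 0.130 with an estimated correlation), Cdkn1a and Btg2, which slows proliferation, at −1.94. After resection the mean was −0.40 (camera adjusted p = 0.0116, adjusted p = 0.180 with an estimated correlation), 0 were called lower and 0 higher (4 and 0 adjusted over the list alone). Btg2 rose with resection in A20 livers, by 1.90, and Phlda3, a target of p53 that restrains Akt, was lower at −1.72 averaged over both times. The list means were −0.55 before and −0.42 after resection without both βgal replicate 1 arrays, of low RNA integrity. The call after resection was lost without post-βgal replicate 2 (mean −0.37, camera adjusted p = 0.0631).

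**Figure D3:**
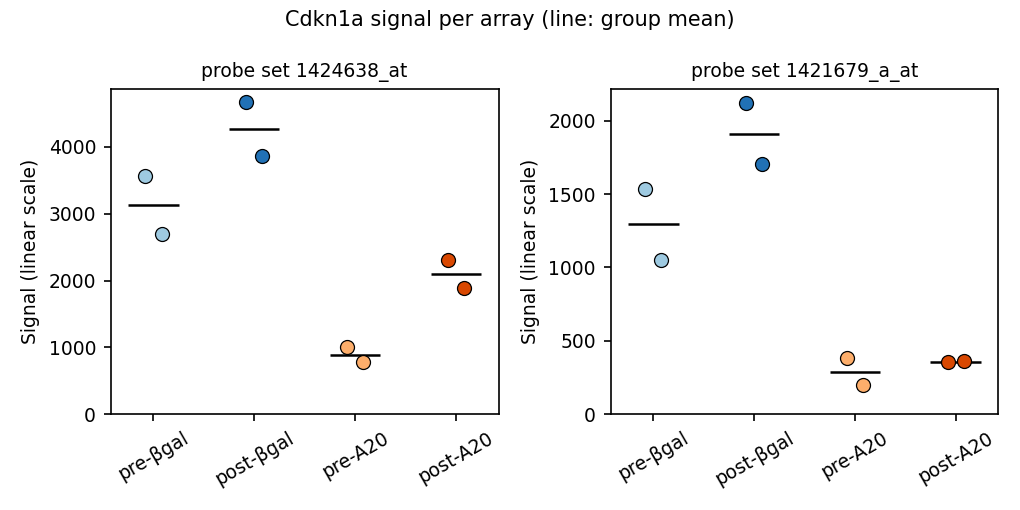
Signal of Cdkn1a (vertical axis, linear scale from 0) in each of the 8 arrays for its 2 probe sets, with a line at the mean of each group. In the right panel the post-A20 arrays lie at 355 and 359.8 and the post-βgal arrays at 2119.6 and 1703.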

A thorough mining of the data demonstrated that overexpression of A20 led to a significant down-regulation of the universal inhibitor of Cyclin/CDK activity, CDKN1A/p21, before and after 78% LR. CDKN1A plays an important role in regulating hepatocyte cell cycle progression and exit during morphogenesis, differentiation, and repair [40], [41], [42]. The precise regulation of p21 expression is mandatory for synchronization of the first wave of hepatocyte proliferation following resection [43]. This has been clearly demonstrated in p21 knockout mice that show accelerated hepatocyte proliferation following LR [44]. Therefore, reduced levels of p21 in A20 over-expressing livers positions hepatocytes in a “pre-primed” state, engaging them in an accelerated response to the proliferative stimuli triggered by LR.

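Resection moved genes of fatty acid and triglyceride synthesis and targets of PPARα under both transgenes. The list of fatty acid oxidation was called with resection under neither transgene. Of 27 genes of fatty acid and triglyceride synthesis, 5 fell and 1 rose in βgal livers (8 and 1 adjusted over the list alone, mean log2 fold change −0.50, camera adjusted p = 0.000225, adjusted p = 0.305 with an estimated correlation). The fallen genes included Srebf1, the factor that drives the pathway, at −1.61, and Dgat2, which completes triglycerides, at −0.95. Lpin1, a phosphatase of lipid synthesis, rose by 1.77. In A20 livers 1 fell, Thrsp at −2.74, and 0 rose (6 and 1 adjusted over the list alone, mean −0.43, camera adjusted p = 0.000250, adjusted p = 0.311 with an estimated correlation). Of 23 targets of PPARα, 3 rose and 0 fell in βgal livers (7 and 2 adjusted over the list alone, mean 0.34, camera adjusted p = 0.0210, adjusted p = 0.337 with an estimated correlation), such as Slc22a5, the carnitine carrier, at 1.53. In A20 livers 2 rose and 0 fell (3 and 1 adjusted over the list alone, mean 0.42, camera adjusted p = 0.0489, adjusted p = 0.400 with an estimated correlation), with Cyp4a14 at 3.12. A20 against βgal after resection gave 0.01 for the targets of PPARα (camera adjusted p = 0.657) and −0.10 for synthesis (camera adjusted p = 0.855). There were 0 and 0 genes called higher and 0 and 0 lower (1 and 3 higher and 3 and 4 lower adjusted over the list alone). Scd1, the desaturase that makes oleic acid, was lower with A20 at −0.73 and Fasn at −1.09 averaged over both times. Without both βgal replicate 1 arrays, of low RNA integrity, the means with resection in βgal livers were −0.60 for synthesis and 0.34 for the targets of PPARα. The PPARα call in βgal livers was lost without pre-βgal replicate 1 (mean 0.29, camera adjusted p = 0.0512) or post-βgal replicate 2 (mean 0.29, 0.0659), and that in A20 livers without pre-A20 replicate 1 (mean 0.46, 0.0650), pre-A20 replicate 2 (mean 0.38, 0.0972) or post-A20 replicate 2 (mean 0.32, 0.267).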

Lipid metabolism was another pathway that was significantly impacted by A20. It is well established that mobilization of peripheral fat, hepatic FA uptake, and rapid accumulation of intracellular triglycerides in hepatocytes are important for optimal liver regeneration [45], [46]. Cytokine signals after liver injury or LR promote the release of FA into the circulation and their uptake by hepatocytes [47]. As a result, lipid droplets form in hepatocytes during the early stages of liver regeneration, providing energy to fuel the proliferative response. Even though this transient steatosis is part of the physiologic proliferative response, when excessive or uncontrolled, it can impair liver regeneration [48], [49]. Several signals and molecules contribute to lipid accumulation during the regenerative process including Leptin signaling [50], hepatic Glucocorticoid-Receptor signaling, and Caveolin-1[51], [52]. Our results show no evidence for A20 affecting the expression of Caveolin-1 or the Glucocorticoid-receptor complex, but obviates that overexpression of A20 significantly inhibits the up-regulation of the Leptin-receptor following 78% LR (31-339, Suppl. Table 2). This points to an intriguing regulation of this system by A20 and supports the hypothesis of Newberry *et a*l and Leclercq *et a*l, that Leptin signaling *per se* is not directly involved in liver regeneration, but rather required to promote the inflammatory and priming response, following PH [50], [53]. Accordingly, when the priming response and the energy stores are already amplified by A20, we surmise that upregulation of the Leptin receptor is no longer required.

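Of the genes tied to survival after resection in other models, Lepr, the leptin receptor, rose with resection in βgal livers through 2 of its probe sets, and Cav1 and Nr3c1 did not pass the test. Cav1, which encodes caveolin-1, had a log2 fold change of −0.78 for A20 over βgal before resection (adjusted p = 0.0626) and −0.25 after it (adjusted p = 0.442). Nr3c1, the glucocorticoid receptor, had 0.58 (adjusted p = 0.348) and 0.43 (adjusted p = 0.493). Through the first of these, Lepr had signals of 39.7 and 23.0 in pre-βgal, 387 and 290.4 in post-βgal, 24.4 and 36.2 in pre-A20 and 24.7 and 30.4 in post-A20 livers. Only the post-βgal signals pass the minimum of 40, so the sizes that follow depend on the offset and are lower bounds where they set post-βgal against another group. It rose with resection in βgal livers by 2.91 (adjusted p over all probe sets = 0.00241) and had −0.08 in A20 livers (0.901). That probe set was lower with A20 after resection, at −3.02 (0.00510), with an interaction of −2.99 (0.0930). Through the other, Lepr had signals of 21.0 and 25.0 in pre-βgal, 98.6 and 203 in post-βgal and 33.4 and 42.6 in post-A20 livers. The sizes of this probe set thus depend on the offset too. The rise in βgal livers was 2.03 (0.0238), and the value for A20 after resection −1.56 (0.0717). The Lepr probe set of highest signal had 0.05 with resection in βgal livers (adjusted p = 0.828) and −0.16 for A20 after it (adjusted p = 0.491).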

Besides priming, allocation of energy is the second crucial step for the hepatocyte before entering cell cycle. Proliferating hepatocytes require triglycerides as an energy source [54], [55]. Generation of ATP form triglycerides relies on mitochondrial β-oxidation as well as microsomal omega-oxidation of FA. One of the main regulators of this process is PPARα, a central node affected by A20 in our system. PPARα, a member of the nuclear receptor superfamily, is a key player in the liver's response to metabolic dysregulation, inflammation, injury and resection [56]. Accordingly, PPARα knockout mice have impaired liver regeneration[14]. Our data demonstrates a significant increase in PPARα and of its downstream target CPT1a expression before LR in livers of A20 treated mice, indicating that A20 overexpressing livers are pre-set to ramp-up their energy supply following LR, as to meet increased demand of proliferating hepatocytes. This advantage remained following 78% LR, as A20 expressing livers showed less decrease in PPARα and CPT1a levels than βgal-treated livers. We present strong evidence confirming this hypothesis by demonstrating increased mitochondrial COX activity in A20 expressing livers as opposed to controls, 24 hrs following 78% LR.

PPARα also enhances the degradation of lipid-derived inflammatory mediators by promoting β-oxidation i.e. “fat burning”, hence shunts these mediators away from the lipid peroxidation (LPO) pathway, decreasing reactive oxygen species (ROS) burden [47], [56]. Decreased ROS in turn limits inflammation [57], [58], and protects hepatocytes from apoptosis [59], [60], which adds to the anti-inflammatory and anti-apoptotic function of A20 in hepatocytes.

In addition, overexpression of A20 in the livers increased the expression of the mitochondrial solute carriers DIC/SLC25a10 and Citrin/SLC25a13, which has the potential to further optimize energy supply, and improve hepatocyte survival in A20-overexpressing livers [61], [62].

Our data also demonstrated a profound decrease in IFNγsignaling in A20 overexpressing livers. Whereas, most of the other pathways that we evaluated were based on their implication in the response to the procedure (i.e. surgical resection), the IFNγ pathway came up in our analysis probably because of the adenoviral gene therapy vector we used [63]. Reduced IFNγ signaling in A20 overexpressing livers reflects the ability of A20 to dampen the anti-viral immune response, which would be in keeping with previous data demonstrating that A20 decreases anti-viral responses [64].

Remarkably, the number of transcription factors upstream of genes modified by A20 highlighted the impact of A20 on affecting all NF-κB dependent genes, but also unraveled a number of other transcription factors that were not so far identified as targets of A20. These included E2F, CEBPA, EGR1, OCT4 and HNF1 that were all over-represented in the promoter of genes impacted by A20. Future work is aimed at determining whether A20 affects directly or indirectly the activity of these transcription factors.

In summary, this Systems Biology-based analysis depicting the impact of overexpression of A20 on liver function following extended LR stresses the critical role of A20 in promoting liver regeneration and function by optimizing energy production and usage through improved lipid metabolism and down-regulation of inflammation. In turn, this spares the need for energy consumption involved in immune activation, therefore channeling the supplies towards regenerative and metabolic functions of the liver. Ongoing loss of function experiments using A20 +/− mice totally support this statement (Studer *et al*, manuscript in preparation).

Our results are particularly important in light of the recent clinical validation of A20/tnfaip3 but also p21, SOCS3, and PPARα, as part of the integral regenerative response of the liver in the setting of LDLT [20], which supports our pursuit of A20-based therapies to improve the outcomes of LDLT, marginal liver grafts, and after extensive resections for tumor.

## Materials and Methods

### Ethics statement

The Institutional Animal Care and Use Committee of the Beth Israel Deaconess Medical Center (BIDMC) approved all experimental projects. All animal use is in compliance with all current US government regulations concerning the care and use of laboratory animals. There are no veterinary concerns related to the use of mice as performed in this paper. Supervision of animal care was conducted by staff members of a fully Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC) accredited facility headed by Dr. Garibaldi. All personnel handling the animals followed a specialized training prior to starting. The BIDMC has been certified for Animal Welfare Assurance. The number is A3153-01, expiring on 2/28/2014. The approved protocol number is #064-2008.

### Recombinant adenoviruses

Recombinant adenoviruses (rAd.) encoding full length human A20 or the control β-galacatosidase (βgal) were generated in our laboratory, as previously described [65]. A20 or β-galactosidase (βgal) gene expression in the mouse liver was achieved by penile vein injection of 1x10^9^ pfu of rAd. in 100 µL of normal saline, which results in optimal transgene expression 5 days after injection in 30% to 40% of hepatocytes [11].

### Surgical model of liver resection

Extended (78%) LR, consisting of resection of the lateral, medial, left, and right lobes, was performed 5 days following rAd. administration in 8-week old BALB/c mice weighing 25 to 30 grams (Taconic, Germantown, NY), as described [11]. We took extreme care to avoid blood loss and maintain euvolemia and normal body temperature [11]. RNA was extracted from the resected portion of the liver (before samples) and from the remnant liver 24 hours after resection (after samples). Animals received care according to the criteria outlined in the *Guide for the Care and Use of Laboratory Animals*. All procedures were approved by the Institutional Animal Care and Use Committee.

### Data analysis

For transcriptional profiling, the mouse genome 430 2.0 Affymetrix GeneChip, containing more than 45,000 transcripts, was used. RNA from three animals was pooled per microarray and 2 microarrays per group were analyzed. Microarray analysis was conducted by the Genomics Center at the Beth Israel Deaconess Medical Center according to previously described protocols for total RNA extraction and purification, complementary DNA (cDNA) synthesis, *in vitro* transcription for production of biotin-labeled cRNA, hybridization of cRNA with mouse genome 430 2.0 Affymetrix gene chips, and scanning of image output files [66]. The raw gene expression data, in MIAME compliant format was submitted to GEO database at NCBI for public access (GSE24203). The quality of scanned arrays images were determined on the basis of background values, percent present calls, scaling factors, and 3′–5′ ratio of βactin and GAPDH using the simpleaffy package for R [30].

Scanned array images were analyzed by dChip. The raw probe level data was normalized using smoothing-spline invariant set method and the signal value for each transcript was summarized using the PM-only based signal modeling algorithm in which the signal value corresponds to the absolute level of expression of a transcript [25]. Normalized and modeled signal values for each transcript were used for all further high-level bioinformatics analysis. During the calculation of model based expression signal values, array and probe outliers were interrogated and image spikes were treated as signal outliers. The outlier detection was carried out using dChip outlier detection algorithm. A chip was considered to be an outlier if the probe, single or array outlier percentage exceeded a default threshold of 5%. To compare probe expression values, 90% lower confidence bound (LCB) of the fold change (FC) was calculated using dChip.

### Informative genes

A set of informative genes was initially created from the union of probes with an absolute expression ≥ 40 and LCB ≥1.5 for each of the following sample comparisons: rAd. βgal after LR (post-βgal) vs. rAd. βgal before LR (pre-βgal); rAd.A20 after LR (post-A20) vs. rAd.A20 before LR (pre-A20), rAd.A20 before LR (pre-A20) vs. rAd. βgal before LR (pre-βgal), or rAd.A20 after LR (post-A20) vs. rAd.βgal after LR (post-βgal). The before and after comparisons identify genes differentially affected by A20, while the A20 and βgal comparisons identify genes differentially affected by extended LR. To focus on the effect of A20, subsequent analysis, was limited to genes that met the following criteria: after LCB ≥ 1.5 or before LCB ≥ 1.5 or (A20 LCB ≥ 1.5 and βgal LCB no ≥ 1.5). In order to quantify the effect of A20 on gene expression, we calculated an interacting score using Equation 1:

Y_i_  =  (rAd.A20_pre,i_ − rAd. βgal_ pre, i_) + (rAd.A20_ post, i_ − rAd. βgal _post, i_). EQ 1

Where Yi is interaction score for each transcript generated using the log2 transformed expression of each transcript in before (pre,i) and after (post,i) resection conditions.

This equation captures the effects of A20 on baseline gene expression as well as on the genes differentially affected by liver resection; i.e. genes with the absolute highest scores affected the most by A20 overexpression. We reduced the list of differentially expressed probes to unique genes by selecting for the probe set with the largest absolute interacting score among all the probe sets mapping to the same Entrez ID using the BioConductor package Genefilter [52], [54], [67].

### Self Organizing Maps (SOM)

In order to identify gene expression profiles that are functionally related to the biological state of interest, we performed SOM clustering on transcript expression values using Pearson correlation coefficient based distance metrics and a target of 100 groups. SOM allow the grouping of gene expression patterns into an imposed structure in which adjacent clusters are related, thereby identifying sets of genes that follow certain expression patterns across different conditions [68].

### Enrichment, pathway, and network analysis

In order to identify over-represented gene ontology categories from the informative set of genes, we used the Cytoscape plugin BiNGO [12], [26], [27]. BiNGO maps the functions impacted by a given gene set on the GO hierarchy and outputs this mapping as a Cytoscape graph that assists in understanding biological theme. The mouse genome was used as the background set of genes and P-value correction was performed by the method of Benjamani and Hochberg [69]. Additionally for analyzing enrichment in SOM clusters, we used the Database for Annotation, Visualization and Integrated Discovery (DAVID) [6], [55].

We analyzed interactive networks and pathways using the commercial system biology oriented package Ingenuity Pathways Analysis (IPA 4.0) (http://www.ingenuity.com/). The knowledge base of this software consists of ontology and network models derived by systematically exploring the peer reviewed scientific literature. It calculates the P value for each network, and pathway according to the fit of user's data to IPA database. It displays the results as score (-log *P value*) indicating the likelihood of a gene to be found in a network or pathways by random chance. For example, a network achieving a score of 2 has at least 99% confidence of not being generated by chance alone.

### Promoter analysis

We performed promoter analysis using the online tool ExPlain 3.0 (http://explain.biobase-international.com/) for detection of over-represented transcription factor binding sites. ExPlain uses MatchTM, a weight matrix-based tool for searching putative transcription factor binding sites [42], [49]. For the analysis we selected regions between 2000 bp upstream to 100 bp downstream of the transcription start site of each gene (Yes set) that were conserved between human, mouse, and rat. The enrichment was calculated against a random set of promoters obtained from mouse housekeeping genes (No set). We used the entire vertebrate non-redundant set of transcription factors matrix from transfac database in scanning for potential binding sites [70]. In addition to promoter analysis, we used the exPlain package to identify the key “upstream” signaling molecules that account for the observed gene expression profile.

### Quantitative Real Time PCR

cDNA was prepared using the iScript cDNA Synthesis Kit (BioRad USA, Hercules, California). Quantitative PCR reactions were prepared in duplicate using iTaq Fast SYBR Green Supermix With ROX (BioRad) and gene specific primers (Table S1). qPCR was performed on a 7500 Fast Real-Time PCR System (Applied Biosystems, Foster City, California). β-actin was used as an internal housekeeping reference. Gene expression was quantified using the relative quantification method of Livak [71]. We analyzed qPCR results by both one- and two-way ANOVA (Prism 5.0, GraphPad Software, La Jolla, California) for matched pairs, when possible.

### In vitro hypoxia/reoxygenation experiments

Rat primary hepatocytes were purchased from Cambrex (Lonza, Walkersville, Maryland) and cultured at 37°C in 5% CO_2_ according to the supplier specifications. Cells were transduced with rAd.A20 or the control rAd. βgal at a multiplicity of infection of 100, which achieves transgene expression in >95% of cells at 48 hrs with minimal toxicity. At 48 hrs after transduction cells were subjected to 60 min of hypoxia at 1% O_2_, followed by incubation under normoxic conditions for 120 min. Protein lystates were then extracted and immunodetection of carbonyl groups was performed by OxyBlot (Millipore, Billerica, Massachusetts).

### Enzymatic histology method for detection of Cytochrome c Oxidase (COX, mitochondrial complex IV) activity in liver tissues

COX couples the transfer of electrons from reduced cytochrome c to oxygen, and is a good biomarker for the bioenergetics function of the mitochondria. In brief, snap frozen tissue sections from saline, rAd.A20 and rAd. βgal transduced livers are treated with an incubation mediun (5 mg of the electron donor 3–3′ diaminobenzidine tetrahydrochloride (DAB), 10 mg of cytochrome c and 20 µg of catalase in 10 ml of phosphate buffer, pH 7.4) for 15 min. in a humidity chamber at 37°C. This was followed by rinsing, counterstaining with hematoxylin, ethanol dehydration and Xylene treatment. In this context DAB produces an insoluble brown product that reflects the function of complex IV. This method has shown excellent mitochondrial specificity in several tissues including skeletal muscle and liver[72]. Intensity of the brown staining per section was scored by two investigators blinded to the study. Scores ranged from 1 to 4 from fainter to stronger. Significance between groups was analyzed by ANOVA.

### Immunohistochemistry

Tissue samples from rAd.A20 and rAd. βgal treated livers were recovered before and 48 hrs after extended LR, and fixed in 10% buffered formalin. Five µm sections were immunostained with Ki67 (Dako, Glostrup, Denmark) and anti-p21^waf1^ (BD Biosciences, San Jose, CA) antibodies. Ki67 and p21 positive cells were counted from 3 high power fields (hpf) per mouse liver by two investigators blinded to the study.

## Supporting Information

Figure S1 **Expression of the transgenes in rAd.tranduced livers and time table protocol. A)** Expression of human A20 and nuclear E. Coli β-galactosidase in all mouse livers used for microarray analysis was verified by qPCR, and by Xgal staining for the βgalactosidase transgene in mouse livers 5 days following rAd. iv injections. **B)** Protocol of transgene delivery prior to liver resection in mice.
(TIF) Click here for additional data file.

Figure S2 **Principal component analysis of transcriptional data.** Open and filled blue and red circles represent control (rAd. βgal) and rAd.A20 arrays respectively. The first principal component with highest variation (47%) is shown on the X-axis and separates the arrays on the basis of resection status (before and after resection). The second component with median variance (26%) is displayed on the Y-axis and separates the arrays on the basis of the treatment (rAd. βgal vs. rAd.A20 arrays). An inset with overall correlation of the arrays is also shown as a dendrogram. The clustering depicts two major clusters on the basis of resection status.
(TIF) Click here for additional data file.

Figure S3 **Hierarchical map of significantly enriched Gene Ontology (GO) categories including biological processes, molecular functions and cellular components affected by A20 overexpression. (A)** GO categories that are significantly affected are shown by pseudocolor shading within the hierarchical tree of GO classification. Each node corresponds to one GO category. Each Branch starts with a general category and divides stepwise into more specific categories. Highlighted regions within the hierarchical tree represent significantly affected groups of GO Categories, namely [I] cell cycle, [II] regulatory processes, [III] immune responses, (IV) molecular functions related to oxidoreductase, electron carrier activity, and oxidation-reduction processes, V) cellular components (details not shown), and VI) metabolic processes involved in amino acid, fatty acid, steroid, lipid, and cholesterol biosynthesis. The number of genes in each node is reflected by the node size and statistical enrichment (P value) using a pseudo color scale (Orange for highly enriched, yellow for significantly enriched and white for no enrichment). P values are derived from hypergeometric test adjusted using Benjamini-Hochberg. The GO categories graph was prepared using the Cytoscape plugin, BiNGO.
(TIF) Click here for additional data file.

Figure S4 **Network of molecular interactions based on the set of 1,595 differentially expressed unique genes.** This network was derived by merging the top 15 networks that were the most significantly affected by A20 overexpression. Key nodes (shown in BOLD) are determined based on edge density, and include the following molecules: CDKN1A (p21), RB1, CDK2, CyclinA, PPARα, IFNγ, and AP1. The intensity of the node color indicates the degree of up-regulation (red), down-regulation (green) or no effect (white).
(PDF) Click here for additional data file.

Figure S5 **Validation of the role of A20 in liver regeneration by comparing with external transcriptional data.** The behavior of 93 liver regeneration signature genes obtained from a previously published data set in mice were evaluated in rAd.A20 and rAd. βgal treated livers. The heat map depicts the LCB values of transcripts obtained by comparing before and after resection groups in the seed set (regeneration signature), the βgal and the A20 groups. The genes form four major clusters (I-IV) that consist of genes with different expression patterns. The columns represent the βgal, A20 and regeneration signature sets and the rows represent the 93 genes that are modified upon LR. Gene expression is shown with pseudocolor scale (−3 to 3) with red denoting high LCB (gene up regulation) and green denoting low LCB (gene down regulation). **B)** Subset of genes involved in regeneration that are upregulated by A20 even prior to resection. **C)** Subset of genes involved in regeneration that are down regulated by A20 even prior to resection.
(TIF) Click here for additional data file.

Table S1 **List of primers used in real-time PCR.**
(PDF) Click here for additional data file.

Table S2 **List of 1,595 unique genes, whose expression is uniquely affected by A20.** The genes were identified in any of following comparison: i) βgal after vs. before resection, ii) A20 after vs. before resection, iii) A20 before resection vs. βgal before resection, or iv) A20 after resection vs. βgal after resection. The gene list was divided in 15 sections on the basis of the Venn diagram shown in Fig. S2. The table depicts the average expression level of the gene in A20 before and after resection as well as βgal before and after resection groups.
(PDF) Click here for additional data file.

Table S3 **Gene Ontology analysis of SOM patterns.** This analysis was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID ) v6.7 and gene ontology categories with multiple test (Holm–Bonferroni method) corrected P value <0.05 were considered significant.
(PDF) Click here for additional data file.

# Supplementary material for: A20 Modulates Lipid Metabolism and Energy Production to Promote Liver Regeneration
**Source:** PLoS One. 2011 Mar 17;6(3):e17715. doi: 10.1371/journal.pone.0017715
**Supplement:** Table S1 — List of primers used in real-time PCR.

| Definition                                                                                                                                                        | locus                                                     | Forward                  | Reverse                  |
|-------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|--------------------------|--------------------------|
| Homo sapiens tumor necrosis factor, alpha-induced protein 3 (TNFAIP3)                                                                                             | NM_006290                                                 | AGTCCCACAGCGTCCAG        | GCTCGATCTCAGTTGCTCT      |
| Mus musculus peroxisome proliferator activated receptor alpha (Ppara)                                                                                             | <a href="#">NM_011144</a><br><a href="#">NM_001113418</a> | CGCCAGCACGGACGAGT        | AGCCCTTACAGCCTTCACAT     |
| Mus musculus cyclin-dependent kinase inhibitor 1A (P21) (Cdkn1a)                                                                                                  | <a href="#">NM_001111099</a><br><a href="#">NM_007669</a> | ATCCTGGTGATGTCCGACCT     | CGAAGTCAAAGTTCCACCGTT    |
| Mus musculus actin, beta (Actb)                                                                                                                                   | NM_007393                                                 | GGGAAATCGTGCGTGACAT      | AAGGAAGGCTGGAAAAGAG      |
| Mus musculus leptin receptor (Lepr)                                                                                                                               | NM_146146<br>NM_010704<br>NM_001122899                    | TGAGGAGGTACGTGGTGAAGCATC | CCGAGGGAATTGACAGCCAGAACT |
| beta-D-galactosidase [Escherichia coli BL21(DE3)]                                                                                                                 | ECD_00298                                                 | AGGCCACGGCGCTAATCACGA    | GCTCCGCCGCCTTCATACTGC    |
| Mus musculus solute carrier family 25 (mitochondrial carrier, adenine nucleotide translocator), member 13 (Slc25a13), nuclear gene encoding mitochondrial protein | <a href="#">NM_001177572</a><br><a href="#">NM_015829</a> | CCTGCGGCATCTTTAGTGACC    | AATGCTTTGGGGCCCTCTTCTC   |
| Mus musculus solute carrier family 25 (mitochondrial carrier, dicarboxylate transporter), member 10 (Slc25a10), nuclear gene encoding mitochondrial protein       | <a href="#">NM_013770</a>                                 | GCCCCTCGATGTGCTGAAGAC    | GATGCCCGCGGGAAAGAGACC    |
| Mus musculus ubiquitin D (Ubd)                                                                                                                                    | <a href="#">NM_023137</a>                                 | GCCCCATCGAAAATTGTCATCCTA | GTGCCTTTGCCCTCGTTTTTG    |

How the deposited data were processed for this re-analysis (not part of the article)

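The data are signals of mouse liver RNA on Affymetrix arrays, 8 arrays in 4 groups of 2, each array with the pooled RNA of 3 mice. The groups were livers with rAd.βgal or rAd.A20 before resection, and livers with either of them 24 h after a 78% resection. The replicate numbers do not say which pools before and after resection share mice, so the arrays were compared as unpaired groups. The authors deposited 1 table of normalized intensities per probe set on a linear scale, made by the authors before deposition with the background, summary and scaling steps of their array software. The authors' methods name dChip with invariant set normalization, the records of the samples name MAS5, and the table was used as deposited, with no further scaling. Raw probe files, the supplementary tables and figures of the paper, the vector sequences and the annotation of pathway databases were not used here.

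Symbols came from the reference annotation of the array. Of the probe sets, 34945 carried 1 symbol, 932 several and 9160 none, and the last 2 kinds were left out of the gene tests, as were 64 control probe sets. The value 16 was added to each intensity before the log2. Probe sets with a mean intensity of at least 40 in at least 1 group were kept (42703), and each gene was read through its probe set with the highest mean, which gave 17790 genes. Array medians of 153 to 166 and 19 values of exactly 0, none of them among the probe sets kept, show the range of the scale.

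Tests were made in R 4.3.3 with limma 3.58.1, as a model with 1 mean per group, moderated variances with a trend on intensity, 4 residual degrees of freedom (prior degrees of freedom 3.73) and 7 comparisons: A20 against βgal before and after resection, after against before resection for each transgene, the averages of each factor, and their interaction. Tests were 2-sided, p was adjusted by Benjamini-Hochberg over the genes of a comparison, and genes with an adjusted p under 0.05 are called. The paper's criterion was taken as a fold change of which the lower end of the 2-sided 90% interval from the same model is at least 1.5. A gene met it where any of its probe sets did, unlike in limma's calls. The 48 gene lists, written from general knowledge of liver biology without the values, were tested with camera at a preset correlation of 0.01, with camera at a correlation estimated from the data and with fry, each adjusted over the lists of a comparison. Counts adjusted over the list alone take the p of a list's members alone. With 2 arrays per group, a correlation between genes is estimated from 4 residual degrees of freedom. Principal components and the dendrogram (average linkage on 1 minus Pearson's r) used all probe sets kept.

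Genes are named by a rule: for each of the 4 comparisons of 2 groups, the 8 largest rises and the 8 largest falls among called genes whose arrays do not overlap, every gene the paper names, and up to 4 members of each list described with the smallest p in a comparison. Some genes of this set are not described in the text, and 1 of its genes is not reported here. The choice of which list members and averages to describe in the text was made after their values were seen. Alternatives tried were other scalings (quantile, median centring), filters (none, a mean of 100), offsets (1, 32, a floor of 20), variance models, probe set choices, bounds of the criterion, blocks by replicate number, fits of only the 4 arrays compared, and leaving out each array. After the results were seen, 2 more were added, a fit without both βgal replicate 1 arrays and a fit with an RNA integrity covariate. The calls were also tested on simulated data with differences of known size and on simulated data with none.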

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

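The tests of the clock genes and of Prm1, the test of the list means without both βgal replicate 1 arrays, and that of the called genes with an integrity covariate were chosen after the results were seen, while the 2 tests on the post-βgal arrays were written down before.

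Lists that differed between A20 and βgal livers before resection were set against RNA integrity, which was low in both βgal replicate 1 arrays (18S signal at the 3′ end 10379.8 and 7256, against 337 to 1554 in the others). If low integrity made the 317 lower genes look high in βgal livers, they should also be high in post-βgal replicate 1 against replicate 2. Their median difference was −0.0965 (bootstrap SE 0.0117), and that of the 127 higher genes, which should be low there, was 0.0568 (bootstrap SE 0.0211). These 2 values decide nothing, because limma's variance holds the same difference and the calls favour genes in which it is small. Its median size was 0.141 in the called genes and 0.367 in 313 uncalled genes with a log2 fold change of at least 0.929 in size, the median of the called ones. Without both arrays, 0 of 23 called lists fell to less than a fraction of 0.5 of their mean, and all 23 were still called by camera in the same direction. The list means argue against low RNA integrity as the whole cause of the list differences. A covariate of the β-actin ratio raised the number of called genes from 444 to 1094, and 442 of the former were still called. This count decides nothing either, because the covariate is fitted from the differences within the βgal pairs that the calls favour to be small. Without both arrays all 444 kept their sign and, with fewer arrays to test, 46 were called. For single genes, integrity and an effect of A20 cannot be told apart by these tests, and the differences within the pre-βgal and the post-βgal pair correlated across genes at r = 0.617. An effect of A20 on these lists stays a hypothesis from the same data.

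Clock genes stood apart before resection, with a mean of 1.72 for 7 output genes such as Dbp and −0.92 for 3 genes of the activating limb such as Arntl, a difference of 2.63. After resection the difference was 0.39, 15.0% of that before, and with resection it moved by 0.97 in βgal and −1.27 in A20 livers. Livers taken 24 h after resection are at the same hour of day as at surgery. Another hour of surgery for one group would thus leave the difference in place, if resection itself did not move these genes. The fall to 15.0% goes against it under that condition. The condition is not met in βgal livers, where the difference moved by 0.97. Another hour and an effect of A20 on the clock therefore cannot be told apart, and the hours of surgery are not given in the sources used here.

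Prm1, a sperm protein gene that the paper does not discuss, gave a signal in the βgal arrays above that in the A20 arrays, by 5.45 on the log2 scale averaged over before and after resection, a size that depends on the offset because its A20 signals lie under 40. RNA of male germ cells would raise other spermatid genes, but the median difference of 12 such genes was 0.0289 (−0.256 to 0.978), which argues against it. A sequence of the βgal construct that the Prm1 probe sets match stays open, since 2 of the 3 probe sets differed and the remaining one had −0.157. That explanation and an expression of the mouse gene cannot be told apart without the vector sequence, which was not used here.

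For 19 lists, camera called the difference between the responses to resection of A20 and βgal livers, and each is given as the mean log2 interaction. Immune lists had 1.25 for targets of IFNγ (camera adjusted p = 3.86e-05, adjusted p = 0.523 with an estimated correlation), 0.68 for type I interferon genes, 0.75 for antigen presentation, 0.45 for targets of NF-κB, 0.52 for Kupffer cell markers (camera adjusted p = 0.00508, adjusted p = 0.523 with an estimated correlation) and 0.31 for T and natural killer cell markers (camera adjusted p = 0.0148, adjusted p = 0.523 with an estimated correlation). Metabolic lists had −0.54 for cholesterol synthesis, −0.23 for conjugating enzymes (camera adjusted p = 0.0291, adjusted p = 0.523 with an estimated correlation), −0.21 for complex I (camera adjusted p = 0.000998, adjusted p = 0.523 with an estimated correlation), −0.16 for cytochrome c oxidase (camera adjusted p = 0.0159, adjusted p = 0.532 with an estimated correlation), −0.20 for ATP synthase (camera adjusted p = 0.0178, adjusted p = 0.523 with an estimated correlation), −0.35 for the citric acid cycle (camera adjusted p = 0.00611, adjusted p = 0.415 with an estimated correlation), 0.37 for glycine, serine and threonine (camera adjusted p = 0.0148, adjusted p = 0.518 with an estimated correlation) and −0.52 for male-biased genes of growth hormone (camera adjusted p = 0.0148, adjusted p = 0.523 with an estimated correlation). Growth and stress lists had 0.55 for mitosis (fry adjusted p = 0.00255), −0.26 for RNA polymerases (camera adjusted p = 0.0148, adjusted p = 0.532 with an estimated correlation), −0.41 for ribosome assembly (camera adjusted p = 2.90e-05, adjusted p = 0.523 with an estimated correlation), −0.43 for stress of the endoplasmic reticulum (camera adjusted p = 2.90e-05, adjusted p = 0.142 with an estimated correlation, fry adjusted p = 0.00958) and −0.43 for the clock (camera adjusted p = 0.0249, adjusted p = 0.518 with an estimated correlation). With an estimated correlation camera called 0 of them, and fry called 3 lists, the remaining one being receptors of cytokines and growth factors (−0.16, fry adjusted p = 0.00255, camera adjusted p = 0.0833). Single arrays changed many of these values. With pre-βgal replicate 1 out, the call was lost for NF-κB (0.33), conjugating enzymes (−0.12) and the clock (−0.41), while it was kept, with a mean moved by more than 1.5 times, for cytochrome c oxidase (−0.29) and ATP synthase (−0.30). With pre-βgal replicate 2 out, the call was lost for complex I (−0.11), cytochrome c oxidase (−0.02), ATP synthase (−0.09), RNA polymerases (−0.15) and T and natural killer cells (0.30), while it was kept, with a mean moved by more than 1.5 times, for ribosome assembly (−0.21). With post-βgal replicate 1 out, the call was lost for antigen presentation (0.67), NF-κB (0.29), conjugating enzymes (−0.21), cytochrome c oxidase (−0.07), ATP synthase (−0.14), RNA polymerases (−0.15), male-biased genes (−0.37), Kupffer cells (0.39) and T and natural killer cells (0.26), while it was kept, with a mean moved by more than 1.5 times, for complex I (−0.13) and ribosome assembly (−0.25). With post-βgal replicate 2 out, the call was lost for the clock (−0.46), while it was kept, with a mean moved by more than 1.5 times, for cytochrome c oxidase (−0.25). With pre-A20 replicate 1 out, the call was lost for the clock (−0.37) and T and natural killer cells (0.28), while it was kept, with a mean moved by more than 1.5 times, for cytochrome c oxidase (−0.24), ATP synthase (−0.30) and RNA polymerases (−0.41). With pre-A20 replicate 2 out, the call was lost for conjugating enzymes (−0.15), cytochrome c oxidase (−0.07), ATP synthase (−0.09) and RNA polymerases (−0.11), while it was kept, with a mean moved by more than 1.5 times, for complex I (−0.11) and ribosome assembly (−0.27). With post-A20 replicate 1 out, the call was lost for antigen presentation (0.25), NF-κB (0.29) and T and natural killer cells (0.23), while it was kept, with a mean moved by more than 1.5 times, for IFNγ targets (0.57) and type I interferon genes (0.31). With post-A20 replicate 2 out, the call was lost for conjugating enzymes (−0.23), glycine, serine and threonine (0.31) and male-biased genes (−0.36), while it was kept, with a mean moved by more than 1.5 times, for IFNγ targets (1.93), type I interferon genes (1.04) and antigen presentation (1.26). Without both βgal replicate 1 arrays the interaction was 0.16 for NF-κB and 0.55 for antigen presentation. It was also smaller in size there for conjugating enzymes and male-biased genes.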

How the results depend on the processing

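The settings without both βgal replicate 1 arrays and with an RNA integrity covariate were chosen after the results were seen, and all other settings were set before the data were examined.

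With 2 arrays per group, calls depend on single arrays. Simulated differences of 1 on the log2 scale were called in 64% of 100 genes and those of 2 in 93%, with 6 false calls among 17733 genes. They met the interval criterion in 75% and 100%, with 21 false genes. The simulated noise was independent between genes and alike in all groups, so these shares may not hold for the real arrays. Of the values of named genes under other settings, 44821 kept their side of the threshold, 1244 lost and 1272 gained the call and 3 reversed. A reversal was counted only where the value was called in the main fit or in the other setting. Uncalled values that changed sign are thus among those kept, and these counts do not measure how stable signs are. Of the list values, labelled in the same way, 5246 kept their side, 282 lost and 130 gained the call and 6 reversed. Of the counts of calls 341 stayed within 1.5 times and 100 did not. For the changes below the cause was not tested, except that fits with fewer arrays have fewer degrees of freedom. This does not explain rises. With only the 4 arrays compared, calls rose from 59 to 242 for A20 after resection and from 180 to 506 for resection in A20 livers. They fell from 444 to 1 and from 400 to 8 in the comparisons with the pre-βgal pair. That pair was the least alike (r = 0.962, against 0.983 to 0.987). The main model pools variance over groups, so it may call too many genes with that pair and too few without it. In a fit with an array left out, the lone array of its group is assumed to vary like the other groups.

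Leaving out each array in turn, genes called ranged from 5 to 1686 for A20 before resection (444 with all arrays), 0 to 467 for A20 after it (59), 34 to 660 for resection in βgal (400) and 6 to 473 in A20 livers (180), 17 to 2707 for the average of A20 (959), 174 to 1102 for that of resection (846) and 0 to 12 for the interaction (0 by limma, 2788 at an unadjusted p under 0.05). Genes by the interval criterion ranged from 292 to 1540 and 249 to 471 for A20 before and after resection, 399 to 1055 and 275 to 448 for resection in βgal and A20 livers, 1013 to 2463 in any and 340 to 916 in more than 1 comparison. Lists called ranged from 19 to 26 and 17 to 25 for A20 before and after, 18 to 23 and 17 to 24 for resection in βgal and A20 livers and 10 to 20 for the interaction. PC1 ranged from 36.8% to 45.6%, PC2 from 20.2% to 30.4%, and the replicate pairs that joined first from 2 to 3.

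For A20 after resection, leaving out each array moved the mean of the acute phase list from −0.31 to −0.22, and its call was lost without post-βgal replicate 2 (adjusted p = 0.111) and without post-A20 replicate 1 (0.0697). Lists reversed without post-A20 replicate 1 or 2. Without replicate 1 they were targets of IFNγ at −0.60 (range over arrays −0.60 to 0.76), G1/S genes at 0.0722 and, for resection in A20 livers, IFNγ targets at −0.10 (1.26 without replicate 2) and antigen presentation at −0.18 (0.83 without replicate 2). Without replicate 2 they were type I interferon genes at 0.22 (range −0.51 to 0.22) and antigen presentation at 0.28 (range −0.72 to 0.28).

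With camera at an estimated correlation, list calls were 0 for A20 before and 3 after resection, 0 for resection in βgal and 3 in A20 livers and 0 for the interaction. Calls lost before resection, with the adjusted p and its range over all settings of that result, were IFNγ targets (mean −1.17, 0.413, 9.08e-13 to 0.413), type I interferon (−0.82, 0.375, 4.94e-12 to 0.375), antigen presentation (−0.97, 0.375, 7.20e-11 to 0.375), acute phase (−0.67, 0.163, 2.82e-06 to 0.163), fatty acid oxidation (0.34, 0.130, 1.40e-06 to 0.130), bile acids (0.43, 0.130, 3.90e-06 to 0.130) and steroid, retinol and alcohol oxidoreductases (0.45, 0.130, 9.37e-07 to 0.130), and after resection acute phase (−0.27, 0.253, 0.00168 to 0.253) and fatty acid oxidation (0.37, 0.0686, 1.31e-07 to 0.0686). With fry, list calls were 14 for A20 before resection, 14 for resection in A20 livers and 3 for the interaction, and calls were lost for IFNγ targets (mean −1.17, adjusted p = 0.166, range 9.08e-13 to 0.413), type I interferon (−0.82, 0.0880, 4.94e-12 to 0.375) and antigen presentation (−0.97, 0.128, 7.20e-11 to 0.375) before and acute phase (−0.27, 0.0525, 0.00168 to 0.253) after resection.

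By the interval criterion for A20 after resection, a 1-sided 90% bound gave 537 genes and a normal approximation 564. A fold of 1.5 with no bound gave 2672 and 2027 for A20 before and after, 2300 and 1535 for resection in βgal and A20 livers, 5043 in any and 2593 in more than 1 comparison. The interaction had 1 call with quantile normalization, 2 with median centring, 3 with an offset of 32, 4 with the probe set of the largest interaction score and 1 with all probe sets counted. Median centring also gave 344 higher and 102 lower genes for resection in βgal livers, against 267 and 133. Without a variance trend 100 genes were called for A20 after resection. With the probe set of the largest interaction score 1130, 323 and 2228 genes were called for A20 before, after and on average, and reversed values were Smc2 at 1.12 for A20 before and −0.32 for resection in A20 livers and Socs3 at 1.65 for resection in βgal livers. With all probe sets counted calls were 783, 121 and 1740 for A20 before, after and on average and 1327 for the average of resection. With only the 4 arrays compared calls were 1 and 242 for A20 before and after and 8 and 506 for resection in βgal and A20 livers. PC1 held 47.9% with linear values and, with unit variance, PC1 28.0% and PC2 22.1%.

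A replicate block gave 527, 86, 514 and 195 calls for A20 before and after and resection in βgal and A20 livers, and a replicate block within transgene 1585 and 686 for resection in βgal and A20 livers and 24 for the interaction. The numbers do not pair the arrays by any source used here, and deviations of arrays with the same number correlated at 0.675 between pre-βgal and post-βgal, −0.0429 between pre-A20 and post-A20, −0.186 between pre-βgal and pre-A20, 0.127 between post-βgal and post-A20, 0.213 between pre-βgal and post-A20 and −0.155 between post-βgal and pre-A20.

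Without both βgal replicate 1 arrays calls were 52 for A20 before resection, 122 and 517 for resection in βgal and A20 livers and 406 for A20 on average, PC1 held 45.2%, and type I interferon genes after resection had a mean of −0.27 (adjusted p = 0.0256, range 9.00e-08 to 0.836). With an RNA integrity covariate calls were 1094 and 682 for A20 before and after, 2362 and 1052 for resection in βgal and A20 livers, 2257 for the average of resection and 125 for the interaction.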

Differences from the paper's values

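All settings named here were set before the data were examined, except where a sentence says otherwise.

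The paper gives 548 genes that met its criterion for A20 against βgal after resection, and 333 were found here. A gene was counted here where any of its probe sets met the criterion. Among the alternatives set before the data were examined, those within 1.5 times of the paper's count were a 1-sided 90% bound (537), a normal approximation (564), median centring (377), an offset of 1 (391), a floor of 20 (395), a replicate block (398), only the 4 arrays compared (498), and leaving out pre-βgal replicate 1 (470) or 2 (471) or post-βgal replicate 2 (389), as were 2 settings added after the results were seen, without both βgal replicate 1 arrays (370) and with an RNA integrity covariate (429). Those that were not were a fold with no bound (2027), quantile normalization (343), no filter (336), a minimum of 100 (322), an offset of 32 (288), no variance trend (354), robust variances (334), and leaving out post-βgal replicate 1 (249), pre-A20 replicate 1 (339) or 2 (340) or post-A20 replicate 1 (329) or 2 (262).

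The paper places resection along PC1 and the transgene along PC2, and here PC1 of log2 values held 67.1% of its spread between transgenes and PC2 73.8% between resection states, with the paper's order under linear values (76.9% of PC1 by resection and 42.6% of PC2 by transgene) and, in a setting added after the results were seen, without both βgal replicate 1 arrays (63.5% and 39.2%). Without pre-βgal replicate 1 both factors lay along PC1 (62.8% by resection and 50.5% by transgene). The paper states that all replicates clustered together, and here 3 of 4 pairs joined first, the pre-βgal pair being the exception, while without either pre-βgal array all 3 remaining pairs did.

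The paper states that A20 raised, before resection, a subset of regeneration signature genes with many RNA polymerase subunits among them. Here, in a list of subunits not limited to that signature, limma called 0 of 29 higher (4 at an unadjusted p under 0.05, median −0.04, camera adjusted p = 0.854). Without pre-A20 replicate 2 the mean of the list was −0.20. The paper also states that A20 lowered, before resection, a subset of signature genes such as those of MAP kinase signalling and of responses to cytokines and growth factors. That signature was not used here and the lists here are other sets of genes, in which 0 of 31 receptors were lower and 1 higher by limma (0 and 5 adjusted over the list alone, 12 in either direction at an unadjusted p under 0.05, mean 0.14, fry adjusted p = 0.00255), while 4 MAP kinase and immediate early genes were lower. It names cholesterol synthesis as enriched with A20, and here that list had a mean of 0.25 before and −0.30 after resection.

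The paper states that A20 lowered p21 before and after resection, and here the main probe set of Cdkn1a passed before (−1.79) and not after resection (−1.02, adjusted p = 0.0928), while its other probe set passed at both (−2.14 and −2.36). The main probe set passed after resection without pre-βgal replicate 1 (adjusted p = 0.0458) or 2 (0.0466) and with the RNA integrity covariate, added after the results were seen (0.0380). The paper reports by PCR that p21 rose with resection under both transgenes. Here the other probe set had 0.57 in βgal (adjusted p over all probe sets = 0.325) and 0.35 in A20 livers (0.654). The main probe set had 0.45 in βgal (adjusted p = 0.275) and 1.22 in A20 livers (0.0550). In A20 livers it was called with quantile normalization (adjusted p = 0.0477), no variance trend (0.0421), a replicate block (0.0253), a block within transgene (0.00881), only the 4 arrays compared (0.0263), without pre-βgal replicate 1 or 2 (both 0.0256) and, in settings added after the results were seen, without both βgal replicate 1 arrays (0.0259) and with the integrity covariate (0.00657). The paper reports by PCR that Ppara and Cpt1a were raised before resection, and on the arrays Ppara had 1.32 (adjusted p = 0.0740) and Cpt1a 1.53 (adjusted p = 0.142), neither called, while the average of Ppara over before and after passed (1.24, adjusted p = 0.0296) through 1 of 3 probe sets (the others, 0.42 and 0.09). Ppara before resection was called with a replicate block (adjusted p = 0.0324), without pre-βgal replicate 2 (0.0245) and with the added covariate (0.0392), and Cpt1a without pre-βgal replicate 2 (0.0180). Without pre-βgal replicate 1 the value of Cpt1a was 0.71, and its other probe sets had 0.72 and 0.93. The fall of Ppara with resection that the paper reports in βgal livers had −0.05 here (adjusted p = 0.936). For Cpt1a after resection the value was 0.75 (adjusted p = 0.428). The paper also reports by PCR that Slc25a10 and Slc25a13 were raised before and after resection, and on the arrays Slc25a10 had 0.18 (adjusted p = 0.664) and 0.79 (0.138), its other probe set 0.58 and 1.01 with an average that passed (0.80, adjusted p = 0.0490), and Slc25a13 1.18 (0.243) and 1.22 (0.255). After resection both were called without pre-βgal replicate 1 (adjusted p = 0.0498 and 0.0487) or 2 (0.0497 and 0.0492), Slc25a10 with the added covariate (0.0203), and Slc25a13 before resection without pre-βgal replicate 2 (0.0169), where it had 0.26 without replicate 1. The paper states that Ubd was lower with A20, and on the arrays Ubd had −1.84 before (adjusted p = 0.133) and 0.31 after resection (adjusted p = 0.789), and before resection it was called without post-A20 replicate 1 (adjusted p = 0.0484) or 2 (0.0485). It states that targets of IFNγ were lower with A20, and here their mean was −1.17 before resection. Camera called this at the preset correlation, but not with an estimated one (adjusted p = 0.413), and fry did not (adjusted p = 0.166). After resection the mean was 0.08, with −0.60 without post-A20 replicate 1 and 0.76 without replicate 2.

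The paper states that A20 inhibited the rise of Lepr after resection. Here the probe set of Lepr with the highest signal had 0.05 for resection in βgal livers, while 2 others rose there, by 2.91 and 2.03. Of these, 1, the probe set of the largest interaction score, was lower with A20 after resection (−3.02). The signals that these sizes set against post-βgal lie near or under 40, so the sizes depend on the offset.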

Other observations

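Which lists and genes to describe here was chosen after their values were seen, and the 2 tests of other groupings of the arrays were written down before.

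Stress of the endoplasmic reticulum, of which the paper does not write, differed between livers after resection. In βgal livers 1 of 25 such genes rose with resection and 0 fell (9 and 0 adjusted over the list alone, mean 0.34, camera adjusted p = 5.59e-05, adjusted p = 0.0735 with an estimated correlation). In A20 livers the mean was −0.09 (camera adjusted p = 0.154), and A20 against βgal after resection gave −0.29 (camera adjusted p = 0.000211, adjusted p = 0.0686 with an estimated correlation), with Creld2, a chaperone of that compartment, at −1.60. Genes that mark hepatocytes around the central vein were higher with A20 after resection, 1 of 14 called higher and 0 lower (5 and 0 adjusted over the list alone, mean 0.55, camera adjusted p = 0.000453, adjusted p = 0.154 with an estimated correlation), with Gulo at 1.92. Those around the portal vein had a mean of 0.24 (camera adjusted p = 0.0687), and general hepatocyte markers 0.15 before (camera adjusted p = 0.0508) and 0.19 after resection (camera adjusted p = 0.138).

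Male-biased genes of growth hormone fell with resection in A20 livers, 2 of 13 lower and 0 higher (4 and 0 adjusted over the list alone, mean −0.88, camera adjusted p = 2.85e-06, adjusted p = 0.234 with an estimated correlation), such as Nudt7 at −1.84, and had −0.36 in βgal livers (camera adjusted p = 0.135). In this list the post-βgal replicates differed by 0.30 and the post-A20 replicates by 0.33 (replicate 1 minus 2). Both falls are thus larger without replicate 1 after resection and smaller without replicate 2. Female-biased genes had −0.29 for A20 before resection (camera adjusted p = 0.190) and Cyp2b9, one of the P450 enzymes of female liver, was lower there at −1.49. Genes of glucose and glycogen had a mean of −0.26 with resection in βgal livers (camera adjusted p = 0.0842), where 2 were lower and 0 higher (5 and 1 adjusted over the list alone), with Ppp1r3c, which promotes glycogen storage, at −1.96. Of 5 markers of fat cells, which include genes of lipid droplets, 2 rose in βgal livers (2 adjusted over the list alone), Plin4 among them at 1.89, and these carry the list mean of 1.03 (camera adjusted p = 0.0380, adjusted p = 0.305 with an estimated correlation), as the median was 0.02. Lyve1, a marker of liver sinusoids, rose by 1.87 and Colec11, a lectin made by stellate cells, fell, at −1.32.

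Other cell type lists had means of −0.02 (camera adjusted p = 0.912) and 0.07 (0.333) for endothelium, 0.10 (0.422) and 0.24 (camera adjusted p = 0.0373, adjusted p = 0.218 with an estimated correlation) for stellate cells and fibroblasts, 0.01 (0.417) and 0.13 (0.148) for B and plasma cells, −0.09 (0.854) and 0.20 (0.0925) for bile duct cells, 0.34 (0.190) and 0.19 (0.279) for red cell precursors and 0.01 (0.879) and 0.03 (0.700) for pancreas, before and after resection, A20 against βgal. In the stellate and fibroblast list the post-A20 replicates differed by −0.21 (replicate 1 minus 2). Its mean after resection is thus smaller without replicate 2 and larger without replicate 1.

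In a model with both factors and no interaction, A20 on average called 625 genes, and 1 of 34 splits of the arrays into 4 and 4, the real one, called as many, the highest other calling 2 genes. The average of resection called 690, and 1 of 34 splits, the real one, called as many, the highest other calling 1 gene. A share of 1 of 34 is the smallest that this test can give. The other splits leave the real difference within their groups, which lowers their counts. The real A20 split also sets both arrays of low RNA integrity on the βgal side. Chance is therefore not excluded by these tests.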
